# A Splice-Variant Imbalance of Reticulon-like Protein 16 (RTNLB16) Disrupts Growth and Decreases Sensitivity to ABA and Dark-Induced Senescence in *Arabidopsis*

**DOI:** 10.3390/plants15132022

**Published:** 2026-06-30

**Authors:** Tami Khazma, Dikla Levi, Hiba Waldman Ben-Asher, Tamir Shechtman, Gal Nisan, Gad Miller

**Keywords:** *Arabidopsis*, reticulon, endoplasmic reticulum, plasmodesmata, T-DNA, CaMV35S, abscisic acid, senescence, photoperiodism

## Abstract

Reticulon-like proteins shape the endoplasmic reticulum (ER) membrane network, yet the developmental and physiological roles of individual plant reticulon isoforms remain poorly understood. Here, we characterize an *Arabidopsis RTNLB16* T-DNA allele, *rtnlb16-1*, that exhibits severe photoperiod-dependent growth retardation and chlorosis. Molecular analysis revealed that *rtnlb16-1* is not a simple loss-of-function mutant: the T-DNA insertion deletes the 5′ region required for *RTNLB16* splice variant 7, while a CaMV35S enhancer associated with the insertion drives overexpression of the remaining splice variants. This misexpression is enhanced under long-day photoperiods and reduced under continuous low light, paralleling the severity of the mutant phenotype and its partial rescue. RTNLB16.5-GFP localized mainly to the tubular ER network and punctate cell-boundary structures consistent with plasmodesmata-associated ER. Neither overexpression of RTNLB16 isoforms 1–6 nor CRISPR-Cas9 disruption of major *RTNLB16* isoforms reproduced the *rtnlb16-1* phenotype, supporting a model in which altered splice-variant stoichiometry, rather than simple loss or gain of function, underlies the developmental defects. Transcriptome profiling showed that *rtnlb16-1* undergoes extensive photoperiod-dependent transcriptional reprogramming, including changes in defense, hormone-response, senescence, photosynthesis, and iron/redox-associated gene networks. Physiologically, *rtnlb16-1* displayed enhanced recovery from dark-induced senescence, while both *rtnlb16-1* and *rtnlb16-2* showed reduced sensitivity to exogenous abscisic acid during germination. Together, these findings suggest that balanced expression of *RTNLB16* splice variants is important for normal growth and for coordinating ER-associated stress, hormone, and senescence responses in *Arabidopsis*.

## 1. Introduction

Reticulon (RTN) family proteins are a class of highly conserved, endoplasmic reticulum (ER)-resident membrane-shaping proteins that participate in diverse cellular processes. The reticulon superfamily consists of reticulons (RTNs) in vertebrates and reticulon-like (RTNL) proteins in non-chordate eukaryotes, including the reticulon-like protein B (RTNLB) subfamily in plants [1].

The ER forms a dynamic membrane network of sheets and tubules, and reticulons help generate and stabilize the highly curved tubular regions through membrane insertion and oligomerization [2,3,4,5].

Structurally, reticulons are characterized by a conserved C-terminal reticulon homology domain (RHD) of approximately 200 amino acids. The RHD contains long hydrophobic, membrane-inserting segments separated by hydrophilic cytoplasmic loops, forming a hairpin-like topology that promotes membrane curvature and supports formation of the tubular ER network [6,7].

Ref. [6] Compared with the RHD, the N-terminal regions of reticulons are highly divergent, suggesting that these regions confer functional specificity by mediating interactions with distinct local binding partners [8].

Reticulon proteins participate in diverse eukaryotic cellular processes, including membrane organization, ER-to-Golgi trafficking, vesicle budding, membrane fusion, and apoptosis [5,6,7]. For example, mammalian RTN3 functions as an ER-phagy receptor during the selective turnover of ER tubules [9], whereas mammalian RTN4a/Nogo-A can act at the cell surface to regulate neurite growth and plasticity in the central nervous system [1,10].

In plants, *RTNLB* genes are substantially more numerous and diverse than in mammals or fungi, likely due to ancestral whole-genome duplication events [11,12]. Beyond standard ER localization, several plant RTNLB proteins localize to desmotubules, the narrow tubes of appressed ER that traverse plasmodesmata (PD), suggesting specialized roles in shaping PD structural architecture and modulating intercellular communication [13].

Many plant *RTNLB* genes have complex genomic structures with multiple introns, making them subject to alternative splicing. According to the *Arabidopsis* Information Resource (TAIR), most *RTNLB* loci produce two or more splice variants. Notably, *RTNLB11* and *RTNLB16* are the most splice-diverse members, each generating seven splice variants that may encode distinct protein isoforms. Despite this structural diversity, the specific physiological roles of individual RTNLB splice variants remain largely uncharacterized. Moreover, it is unknown whether RTNLB splice variants function independently, redundantly, or in defined stoichiometric relationships required for normal plant growth and stress responsiveness.

In this study, we characterize the *Arabidopsis thaliana* T-DNA mutant *rtnlb16-1*, which exhibits severe growth retardation and chlorosis that are strongly exacerbated by light–dark cycles and attenuated under continuous low-light conditions. Molecular analysis revealed that this allele disrupts the 5′ region of *RTNLB16* splice variant 7, while a T-DNA-associated CaMV35S enhancer drives photoperiod-dependent overexpression of the remaining splice variants. Genetic analyses showed that neither transgenic overexpression of isoforms 1–6 nor CRISPR-Cas9 disruption of major RTNLB16 isoforms is sufficient to reproduce the *rtnlb16-1* phenotype, supporting a model in which altered splice-variant stoichiometry underlies the mutant defects. Consistent with this model, transcriptome profiling uncovered photoperiod-dependent reprogramming of gene networks associated with stress, hormones, senescence, photosynthesis, and iron/redox response. Physiologically, *rtnlb16-1* exhibited reduced sensitivity to dark-induced senescence, whereas both *rtnlb16-1* and *rtnlb16-2* showed reduced sensitivity to exogenous ABA during germination. Together, these findings suggest that balanced expression of RTNLB16 splice variants is important for normal vegetative growth and for coordinating ER-associated stress and hormone responses in *Arabidopsis.*

## 2. Results

### 2.1. Salk_122275 Is a Photoperiod-Dependent RTNLB16 Allele Rather than an MSD1 Mutant

The *Arabidopsis* Salk_122275 is annotated in the T-DNA express mapping tool [14] as an insertion within the first exon of the mitochondrial manganese superoxide dismutase 1 (MSD1) gene. Because MSD1 is a highly conserved and essential gene for normal development [15,16], we first examined whether the phenotype of this line was consistent with *MSD1* disruption. Homozygous Salk_122275 plants were recovered by PCR genotyping (Figure 1A), indicating that the line is viable and fertile. However, homozygous plants displayed a strong light-regime-dependent phenotype. Under long-day (LD; 16 h light/8 h dark; 80–100 µmol m^−2^ s^−1^) conditions, rosettes were small and chlorotic, whereas growth under continuous low light (CLL; 40 µmol m^−2^ s^−1^) partially restored rosette expansion and greenness (Figure 1B). Chlorophyll-associated delayed fluorescence imaging confirmed a strong reduction in the photosynthetic/chlorophyll signal under LD and partial recovery under CLL (Figure 1C,D).

To test whether MSD1 was affected, we measured MSD1 protein abundance and SOD activity. Immunoblot analysis with anti-MSD1 antibodies and native SOD activity assays showed comparable MSD1 protein levels and activity in Salk_122275 and Col-0 (Figure S1). Thus, the visible phenotype is unlikely to result from loss of MSD1 function. Restriction site extension PCR (RSE-PCR) was then used to map the T-DNA insertion sites. This analysis identified two insertions: one intergenic insertion on chromosome 4, matching the database annotation, and a second insertion on chromosome 3 within the compact genomic region containing *RTNLB16* (AT3G10915) and *MSD1* (AT3G10920) on opposite strands (Figure 2A and Figure S2). The chromosome 3 insertion consisted of a head-to-head T-DNA concatemer and was associated with a 191-bp genomic deletion that removed part of the promoter/5′ UTR region and the first 35 nucleotides of the predicted open reading frame of *RTNLB16* isoform 7 (Figure 2A and Figure S2). The chromosome 4 insertion was segregated away, and all subsequent analyses were performed with the line carrying the *RTNLB16*-associated insertion. We therefore refer to this allele as *rtnlb16-1*.

### 2.2. rtnlb16-1 Produces an RTNLB16 Splice-Variant Imbalance

RTNLB16 is predicted to produce seven splice variants. Semi-quantitative RT-PCR showed that isoform 7 was not detected in *rtnlb16-1*, whereas transcripts corresponding to isoforms 1–6 were retained and appeared elevated relative to Col-0 (Figure 2C,D). qRT-PCR confirmed increased total *RTNLB16* transcript abundance in *rtnlb16-1*, with approximately fourfold overexpression under CLL (Figure 2E). This pattern is consistent with activation of neighboring genomic sequences by CaMV35S promoter/enhancer elements present in Salk T-DNA insertions [17].

We also examined an independent T-DNA allele, Salk_020022/*rtnlb16-2*, which carries an insertion in the first intron of *RTNLB16* (Figure 2A and Figure S3). This allele disrupts or reduces the expression of several *RTNLB16* splice variants in a different combination pattern than *rtnlb16-1*. In contrast to *rtnlb16-1*, *rtnlb16-2* plants were visually similar to Col-0 under both CLL and LD conditions (Figure 2B and Figure S3). These results indicate that the severe *rtnlb16-1* phenotype is not explained by simple disruption of the *RTNLB16* locus. Instead, *rtnlb16-1* combines loss of isoform 7 with elevated expression of the remaining isoforms.

### 2.3. Growth Inhibition in rtnlb16-1 Is Driven by Light-to-Dark Transitions

Because CLL partially rescued *rtnlb16-1*, we next tested how LD exposure affects growth. Plants were germinated and initially grown under CLL, then either maintained under CLL or transferred to LD for increasing durations before imaging at five weeks of age. *rtnlb16-1* plants grown continuously under CLL were smaller than Col-0 but remained relatively green. In contrast, increasing the duration of LD exposure progressively reduced mutant rosette size and enhanced chlorosis (Figure 3A,B). After one week under LD, *rtnlb16-1* rosettes were approximately half the size of Col-0. After three to four weeks under LD, mutant rosettes were reduced to approximately 20–25% of the corresponding wild-type size. Reciprocal transfer experiments further showed that the phenotype worsened after transfer from CLL to LD and partially recovered after return from LD to CLL (Figure S4). To distinguish the effect of photoperiod from total light intensity, two-week-old CLL-grown plants were transferred to either continuous light (CL) or LD at 100 or 200 µmol m^−2^ s^−1^. Col-0 growth was comparatively stable across these conditions. By contrast, *rtnlb16-1* plants were consistently more impaired under LD than under CL at the same light intensity (Figure 3C,D). At 100 µmol m^−2^ s^−1^, LD-grown *rtnlb16-1* plants reached approximately 25% of the wild-type rosette diameter, compared with approximately 45% under CL. At 200 µmol m^−2^ s^−1^, LD-grown mutants reached approximately 20% of wild-type size, compared with approximately 36% under CL. Similar photoperiod-dependent differences were observed in flowering plants and inflorescence development (Figure S5). These data indicate that the day–night cycle, rather than light intensity alone, is the primary environmental factor that enhances the *rtnlb16-1* growth defect.

### 2.4. RTNLB16.5 Localizes to the ER Network and Punctate Structures at Cell Boundaries

To examine RTNLB16 subcellular localization, RTNLB16 isoform 5 was fused to GFP and expressed in plant cells. In transiently transformed *Nicotiana benthamiana* leaf epidermal cells, RTNLB16.5-GFP partially overlapped with the ER marker ER-rk:mCherry [18] and labeled the cortical ER network (Figure 4A–C and Figure S6). In addition to the ER-associated signal, RTNLB16.5-GFP accumulated in discrete punctate structures, including puncta near cell boundaries. In stable *Arabidopsis* lines, RTNLB16.5-GFP decorated ER-like networks, was prominent in guard cells, and was detected in structures consistent with pit fields or plasmodesmata-associated domains (Figure 4D–F). Together, these observations support an ER-associated localization for RTNLB16.5 and suggest that a fraction of the protein may accumulate at specialized ER–plasma membrane or plasmodesmatal sites.

### 2.5. Photoperiod-Sensitive CaMV35S Activity Correlates with RTNLB16 Overexpression and with Phenotype Severity

The combined absence of isoform 7 and elevated expression of isoforms 1–6 suggested that a transcriptional imbalance might underlie the *rtnlb16-1* phenotype. Because CaMV35S promoter activity can vary with light regime and photoperiod [19,20], we measured GFP fluorescence in a CaMV35S:GFP reporter line grown under CLL or LD. GFP fluorescence was higher under LD than under CLL (Figure 5A), indicating that CaMV35S-driven expression is enhanced under the photoperiodic condition that also produces the strongest *rtnlb16-1* phenotype.

RNA-seq analysis supported this relationship. 

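The RNA-seq data cover 4 groups, Col-0 and *rtnlb16-1* leaves from plants grown under LD or CLL, with 3 biological replicates per group and 12 libraries in all. The authors aligned the reads with STAR, counted them per gene with HTSeq and divided the counts of each library by its DESeq2 size factor. These values are called normalized counts here. Each of them is a whole number of reads times 1 factor per library, within a relative tolerance of 1e-06. The libraries hold 25954730 to 44747661 assigned reads. Of 37336 annotated genes, 30388 had reads in at least 1 library and were tested with limma on log2 values with a pseudocount of 1, in 1 fit over the 4 groups. The authors do not state whether reads were counted by strand, and 54 of the 229 genes named by rule overlap another annotated gene, 49 of them on the opposite strand. A gene was called a DEG at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.01. The test, the thresholds, the alternatives to them and 33 gene lists were set before the data were examined. For gene lists, members were counted at an adjusted p under 0.01 with no minimum fold, and each list was compared with all other genes by camera. The *rtnlb16-1* CLL libraries 68 and 69 differed far less from each other than the 2 libraries of any other pair within a group, with an SD of the log2 ratio of 0.061 against 0.25 to 0.665 in the other 11 pairs. Counts with libraries 68 and 69 merged into 1 sample, an alternative chosen after the values were seen, are given where they move a count by more than 1.5 times. For the 33 gene lists they were made only for *rtnlb16-1* against Col-0 under CLL and under LD. List counts in the light comparisons and in the interaction were not repeated with the merged libraries. Scaling by upper quartiles instead of size factors moved the median log2 fold change of all genes from 0 to 0.12 under CLL, from -0.01 to 0.14 under LD, and between LD and CLL from -0.02 to -0.27 in Col-0 and from -0.02 to -0.23 in *rtnlb16-1*.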

*RTNLB16* transcript abundance increased approximately 2.6-fold in *rtnlb16-1* under CLL and approximately 11-fold under LD relative to Col-0 (Figure 5B). 

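*RTNLB16* (AT3G10915), a member of the ER-shaping reticulon family, was higher in *rtnlb16-1* than in Col-0 under both light regimes. Under LD its normalized count was 9491 ± 2768 (SD, n = 3) in *rtnlb16-1* and 887 ± 124 (SD, n = 3) in Col-0, a ratio of 10.7. Under CLL it was 2001 ± 397 (SD, n = 3) in *rtnlb16-1* and 767 ± 165 (SD, n = 3) in Col-0, a ratio of 2.61. The log2 fold change was 3.39 under LD (standard error 0.23, adjusted p = 3.09e-07 from limma) and 1.38 under CLL (standard error 0.23, adjusted p = 0.00346 from limma). In both regimes every *rtnlb16-1* library lay above every Col-0 library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).

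The gene lies on chromosome 3 of TAIR10.1 from 3415933 to 3417809, on the minus strand, with 7 annotated mRNA models, and the counts per gene do not separate them. Of 21 genes of the reticulon-like family, 3 were higher and 2 lower under LD from limma, the same when adjusted over the list alone, and as a set they did not pass camera (adjusted p = 0.85, adjusted p = 0.93 with an estimated correlation). AT3G54120 fell by 1.75 on the log2 scale and AT2G20590 and AT4G28430 rose by 2.20 and 2.02. The call of AT2G20590 was lost without any 1 of libraries 47, 48, 49, 51, 52, 68, 69 and 70, and that of AT4G28430 without any 1 of libraries 48 to 52 and 67 to 70, and both with 68 and 69 merged. Under CLL *RTNLB16* was the 1 member of the family past the threshold. Its CLL call was lost without Col-0 library 66 or 67, without *rtnlb16-1* library 68 or 69, and with libraries 68 and 69 merged, while its log2 fold change stayed between 1.26 and 1.56 in the leave-one-out fits (adjusted p from 4.16e-06 to 0.0336 over the limma, edgeR and DESeq2 alternatives). The number of family members higher under LD was 1 without any of the Col-0 LD libraries 48 and 49, the *rtnlb16-1* LD library 52 and the *rtnlb16-1* CLL libraries 68, 69 and 70.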

Integrative Genomics Viewer (IGV) read-coverage analysis showed elevated coverage across most *RTNLB16* exons in *rtnlb16-1*, except in the deleted region near the 5′ end of isoform 7 (Figure 5C). 

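*MSD1* (AT3G10920), which encodes the mitochondrial manganese superoxide dismutase, did not pass the test in either light regime. Under LD its normalized count was 7832 ± 1443 (SD, n = 3) in *rtnlb16-1* and 6129 ± 1487 (SD, n = 3) in Col-0, and under CLL it was 5437 ± 258 (SD, n = 3) and 5718 ± 593 (SD, n = 3). The log2 fold change was 0.37 under LD (standard error 0.21, adjusted p = 0.252 from limma) and -0.07 under CLL (standard error 0.21, adjusted p = 0.905 from limma), and the sign under CLL turned with upper-quartile scaling, to 0.055. An exact permutation test (two-sided) gave p = 0.3 under LD and p = 0.5 under CLL, where 0.1 is the smallest possible.

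The gene lies next to *RTNLB16* on chromosome 3 of TAIR10.1, from 3417940 to 3419892 on the plus strand, with 130 bases between them. Of 8 genes of the superoxide dismutase list, none passed an adjusted p under 0.01 from limma in either regime. At an unadjusted p under 0.05 from limma, 3 were higher and 1 was lower under LD and 1 was lower under CLL. With edgeR 1 was higher under LD and 1 lower under CLL, and with DESeq2 1 was higher under LD. *ACT2*, an actin gene, had a log2 fold change of -0.09 under LD (adjusted p = 0.895 from limma) and -0.27 under CLL (adjusted p = 0.577 from limma), and its sign under LD turned with upper-quartile scaling and without Col-0 library 48 or *rtnlb16-1* library 51.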

Although reads were also detected across the intergenic/promoter region adjacent to *MSD1*, *MSD1* transcript abundance remained similar between Col-0 and *rtnlb16-1* (Figure 5B,C). These results link the severity of the *rtnlb16-1* phenotype to photoperiod-enhanced *RTNLB16* overexpression and support the conclusion that *MSD1* expression is not substantially altered.

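The difference between *rtnlb16-1* and Col-0 in *RTNLB16* was larger under LD than under CLL by 2.01 on the log2 scale (standard error 0.33, adjusted p = 0.00491 for the interaction of genotype and light from limma). The per-library normalized counts of *RTNLB16* in *rtnlb16-1* ran from 7577 to 12665 under LD and from 1543 to 2252 under CLL. In Col-0 they ran from 769 to 1016 under LD and from 640 to 954 under CLL. For *MSD1* the same interaction was 0.43 (standard error 0.29, adjusted p = 0.518 from limma). The interaction of *RTNLB16* missed the threshold when any of 7 libraries was left out, namely Col-0 LD 47 and 48, *rtnlb16-1* LD 52, Col-0 CLL 65 and *rtnlb16-1* CLL 68, 69 and 70, and with 68 and 69 merged. The leave-one-out fits gave log2 values from 1.78 to 2.15 (adjusted p from 2.37e-06 to 0.0237 over the limma, edgeR and DESeq2 alternatives). From the higher reporter signal and the larger *RTNLB16* ratio under LD, the paper reasons that photoperiod raises *RTNLB16* overexpression in step with the phenotype (Fig. 5). From the similar *MSD1* values it concludes that *MSD1* expression is not substantially altered. It also reports comparable MSD1 protein and SOD activity in both genotypes (Fig. S1).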

### 2.6. Neither RTNLB16 Overexpression nor RTNLB16 Knockout Alone Reproduces the rtnlb16-1 Phenotype

To test whether overexpression of *RTNLB16* isoforms 1–6 is sufficient to inhibit growth, we generated transgenic *Arabidopsis* lines expressing the *RTNLB16* genomic region containing isoforms 1–6 under either the constitutive CaMV35S promoter or a β-estradiol-inducible promoter. Although these lines accumulated higher *RTNLB16* transcript levels, they did not exhibit the severe growth retardation or chlorosis characteristic of *rtnlb16-1* under either CLL or LD (Figure S7).

We also examined whether loss of *RTNLB16* isoforms could explain the phenotype. A CRISPR-Cas9 allele, *rtnlb16-cr*, was isolated from a multiplex *RTNLB* gene-family targeting library. The guide RNA targeted a coding region shared by isoforms 1–5 and isoform 7 (Figure S8A). Sequencing revealed a single thymidine insertion one nucleotide upstream of the PAM, predicted to cause a frameshift and premature stop codon in the targeted isoforms while leaving isoform 6 unaffected (Figure S8B). Despite disruption of major *RTNLB16* isoforms, *rtnlb16-cr* plants were visually indistinguishable from Col-0 under the tested CLL and LD conditions (Figure S8C). Thus, neither overexpression of isoforms 1–6 nor loss of several major *RTNLB16* isoforms is sufficient to reproduce *rtnlb16-1*. The data support a model in which the specific combination of isoform 7 loss and elevated expression of the remaining isoforms produces the mutant phenotype.

### 2.7. RTNLB16 Imbalance Is Associated with Photoperiod-Enhanced Reprogramming of the Transcriptome

To identify molecular pathways associated with *RTNLB16* imbalance, we performed RNA-seq on four-week-old Col-0 and *rtnlb16-1* plants grown under CLL or LD. 

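Genes of the light-harvesting antenna had lower medians in *rtnlb16-1* than in Col-0 under both light regimes, -1.26 under LD and -1.14 under CLL on the log2 scale (camera adjusted p = 3.9e-08 and 1.2e-11, adjusted p = 0.17 and adjusted p = 0.27 with an estimated correlation). Of the 20 genes, 7 were lower under LD and 1 under CLL at an adjusted p under 0.01 from limma, with none higher (11 and 3 lower when adjusted over the list alone), while edgeR called 18 and 13 lower and DESeq2 18 and 15. The LD count was 4 without *rtnlb16-1* library 52, and the CLL count was 0 without Col-0 library 66 or 67, without *rtnlb16-1* library 68, 69 or 70 and with 68 and 69 merged, 2 without library 50 and 3 without 48 or 51. Their median interaction was -0.17, and none was called in it by limma, edgeR or DESeq2, with 2 lower at an unadjusted p under 0.05 from limma. In all, 3465 genes were DEGs under LD, 1822 higher and 1643 lower, against 470 under CLL, 254 higher and 216 lower, from limma. With upper-quartile scaling the DEGs split into 2157 higher and 1319 lower under LD and 302 higher and 182 lower under CLL. In 282 genes the difference between the genotypes itself differed between LD and CLL, 120 with a positive and 162 with a negative interaction of genotype and light. The auxin list had 15 of its 35 members among the negative interactions at an adjusted p under 0.01 from limma (23 when adjusted over the list alone, camera adjusted p = 4e-18, adjusted p = 0.026 with an estimated correlation). Glucosinolate synthesis had a median interaction of -0.79 (adjusted p = 0.026 with an estimated correlation, from camera) and 7 phloem markers one of -1.21 (adjusted p = 0.035 with an estimated correlation, from camera). The list results for the interaction were not repeated with libraries 68 and 69 merged. The CLL count lay between 251 and 310 when any 1 of the 6 CLL libraries was left out, and was 259 with libraries 68 and 69 merged. It was larger with edgeR (1207), with DESeq2 (1028) and with only the 2 groups compared (873). The interaction count was 67 to 184 without any 1 of the *rtnlb16-1* libraries 50, 52, 68, 69 and 70 or the Col-0 CLL libraries 65 and 67, and 66 with 68 and 69 merged. On the other side, edgeR called 1207 interactions and DESeq2 1070.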

The number of differentially expressed genes (DEGs) was substantially higher under LD than under CLL. In total, 980 DEGs were detected in *rtnlb16-1* under CLL and 3871 under LD, with 629 DEGs shared between the two light regimes (Figure 6A,B). This larger LD-responsive transcriptional shift is consistent with the stronger *RTNLB16* overexpression and more severe phenotype observed under LD.

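Several glycosyltransferase, glutathione transferase and transporter genes were among the largest rises in *rtnlb16-1*, beside genes of other kinds such as the lectin gene *JAL22* under LD and the gene of a small cysteine-rich protein, *LCR67*, under CLL. *UGT74E2*, a glycosyltransferase, had 4369 ± 1472 (SD, n = 3) normalized counts in *rtnlb16-1* and 10.7 ± 15.3 (SD, n = 3) in Col-0 under CLL, and 8542 ± 3360 (SD, n = 3) against 13.8 ± 2.99 (SD, n = 3) under LD. The glycosyltransferase gene *UGT73B4* rose by 8.62 on the log2 scale under CLL (adjusted p = 7.77e-07 from limma), and under LD it was at least 282-fold higher, since it had no reads in the Col-0 libraries and a floor of 3 reads per library was used. *UGT73C1* rose by 7.82 under CLL and 8.86 under LD, and the cytochrome P450 gene *CYP81D11* by 7.32 and 9.40, but DESeq2 did not call *CYP81D11* in either regime. The glutathione transferase genes *GSTU24* and *GSTU25* rose by 7.40 and 8.24 under CLL. Under LD the MATE transporter gene *DTX1* was higher by 10.56 and *PYK10*, a beta-glucosidase of ER bodies, by 10.62. In Col-0 itself *PYK10* and *JAL22* were lower under LD than under CLL. Their log2 fold changes there were -8.66 to -7.09 and -7.11 to -6.12 with 1 library left out. The differences of these genes between the genotypes under LD thus include a fall in Col-0.

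Defense genes were among the largest falls. Under CLL the pathogenesis-related genes *PR2* and *PR5*, markers of salicylic acid signalling, fell by 4.78 (adjusted p = 2.54e-06 from limma) (log2 scale) and fell by 4.37 (adjusted p = 8.42e-07 from limma). *PCR1*, a gene of cadmium resistance, fell by 4.47 under CLL and fell by 10.27 under LD. Under LD *ACS4*, an enzyme of ethylene synthesis, fell by 8.13 and *IAA29*, an auxin-induced gene, fell by 7.46, from 414 ± 29 (SD, n = 3) normalized counts in Col-0 to 1.74 ± 1.51 (SD, n = 3). That the *rtnlb16-1* libraries do not overlap the Col-0 libraries was a condition for naming these genes, so it is no result of its own. *UGT73B4*, *CYP81D11*, *PYK10* and *DTX1* overlap another annotated gene.

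In all, 328 DEGs were common to CLL and LD, where independence would give 53.6, and 325 of them had the same direction in both regimes (174 higher and 151 lower). The count of common DEGs was 184 to 202 without Col-0 CLL library 65 or 66 or any *rtnlb16-1* CLL library, 186 with libraries 68 and 69 merged, 786 with edgeR and 678 with DESeq2.

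**Figure D1:**
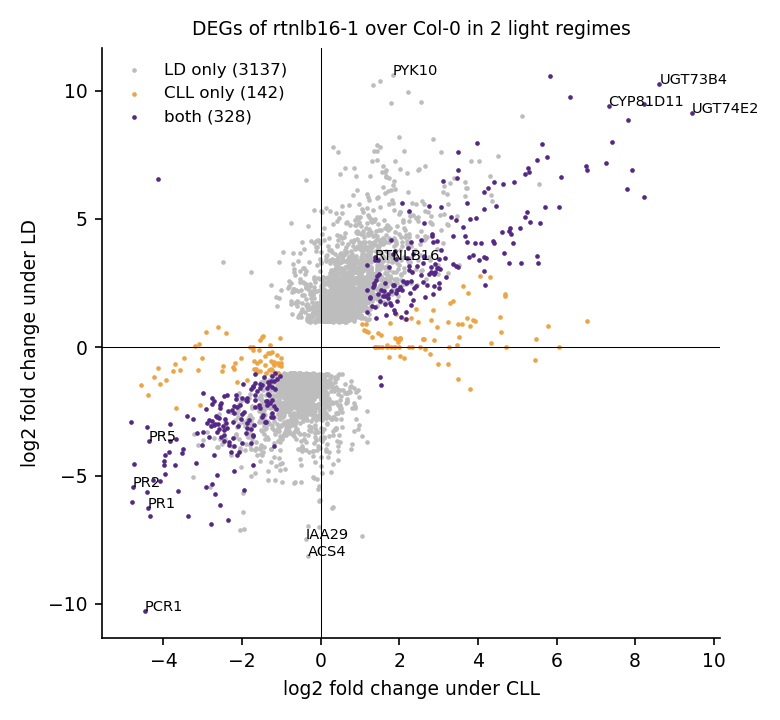
Log2 fold change of *rtnlb16-1* over Col-0 under CLL (x axis) and LD (y axis) for every DEG of either regime, with 3 libraries per group. Points are genes, coloured by the regime in which they were called, and 325 of the 328 called in both lie in the quadrants of equal sign.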

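Many genes differed between LD and CLL within each genotype as well. The library numbers of LD (47 to 52) and CLL (65 to 70) do not overlap, so light regime and order of handling cannot be told apart. The 2 regimes also differ in light intensity. Between LD and CLL, 1804 genes were DEGs in Col-0, 639 higher and 1165 lower under LD, and 1582 in *rtnlb16-1*, 585 higher and 997 lower, from limma. The thionin gene *THI2.2* rose under LD in both, by 6.26 on the log2 scale in Col-0 (adjusted p = 2.01e-06 from limma) and by 4.70 in *rtnlb16-1* (adjusted p = 9.59e-06 from limma). In *rtnlb16-1* the early light-induced protein genes *ELIP1* and *ELIP2*, which bind chlorophyll under light stress, rose by 7.21 and 5.63. *PAD3*, the last enzyme of camalexin synthesis, fell by 9.12 there, the wall-associated kinase gene *WAK3* fell by 8.24 and the defensin gene *PDF1.2* fell by 7.07. Salicylic acid genes were lower under LD in both genotypes, 18 of 30 in Col-0 and 20 of 30 in *rtnlb16-1*, with none higher, at an adjusted p under 0.01 from limma (25 and 23 lower when adjusted over the list alone, with 1 higher in *rtnlb16-1*, camera adjusted p = 3e-20 and 5.3e-18, adjusted p = 0.071 and adjusted p = 0.2 with an estimated correlation). In Col-0, 15 of 39 cell cycle genes were lower and none was higher under LD (25 lower when adjusted over the list alone, median -1.41, camera adjusted p = 7.6e-14, adjusted p = 0.17 with an estimated correlation). Of 5 shoot meristem markers 2 were lower and none higher there from limma (camera adjusted p = 0.031, adjusted p = 0.35 with an estimated correlation). Col-0 CLL library 66 lay apart from 65 and 67 in the mean log2 level of both lists (7.12 against 8 and 7.9 for the cell cycle, 1.22 against 4.27 and 4.03 for the markers), and with the markers as a covariate, added after the values were seen, 156 DEGs were left in Col-0. In *rtnlb16-1* none of the 39 passed, with 2 higher and 7 lower at an unadjusted p under 0.05 from limma, 2 higher and 2 lower with edgeR and 2 higher with DESeq2. With upper-quartile scaling the DEGs split into 378 higher and 1656 lower in Col-0 and 364 higher and 1516 lower in *rtnlb16-1*. The Col-0 count was 1021 without Col-0 CLL library 65 and 1168 without 67, and the *rtnlb16-1* count was 927 without library 50, 2770 without 51, 773 without 68, 701 without 69 and 727 with 68 and 69 merged.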

GO enrichment analysis revealed both shared and condition-specific responses. CLL-exclusive DEGs were enriched for defense-related processes, including salicylic acid (SA)- and abscisic acid (ABA)-associated responses (Figure 6C; Table S2). 

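Under CLL, genes of salicylic acid synthesis and signalling fell in *rtnlb16-1*, genes of the unfolded protein response fell with them, and few genes of the fixed abscisic acid lists passed limma. Of 30 salicylic acid genes, 10 were lower and none was higher at an adjusted p under 0.01 from limma (19 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.32 (camera adjusted p = 3.3e-21, adjusted p = 0.1 with an estimated correlation). *DLO1*, which encodes a salicylic acid hydroxylase, had 51.8 ± 14.5 (SD, n = 3) normalized counts in *rtnlb16-1* and 1473 ± 475 (SD, n = 3) in Col-0. *PR1* fell by 4.39 on the log2 scale (adjusted p = 0.00602 from limma), a call that was lost without any 1 of the 6 CLL libraries and with libraries 68 and 69 merged.

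Of 29 genes of ER stress and the unfolded protein response, 8 were lower and none higher from limma (13 lower when adjusted over the list alone, camera adjusted p = 3.4e-12, adjusted p = 0.2 with an estimated correlation). *TIN1* fell by 3.08 and *CRT3*, a calreticulin gene, fell by 1.98. That count was 3 or 4 without any 1 of the 6 CLL libraries and 3 with 68 and 69 merged. Of 37 genes of abscisic acid metabolism and core signalling, 1 was higher and none lower from limma, the same when adjusted over the list alone (camera adjusted p = 0.84, adjusted p = 0.95 with an estimated correlation). The 1 gene was *ABCG40*, an abscisic acid importer, with 1826 ± 800 (SD, n = 3) normalized counts in *rtnlb16-1* and 226 ± 64 (SD, n = 3) in Col-0. At an unadjusted p under 0.05 from limma, 6 of the 37 were higher and 2 lower, and edgeR and DESeq2 each called 2 higher and none lower. The paper's own abscisic acid terms for DEGs of CLL alone were not checked. None of 18 genes induced by abscisic acid or drought passed, with 2 higher and 1 lower at an unadjusted p under 0.05 from limma, 2 higher and 1 lower with edgeR and none with DESeq2.

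The DEGs of CLL alone numbered 142, and 106 of them had the same sign under LD. The interaction passed an adjusted p under 0.01 from limma in 12 of the 142. Without any 1 of the 6 CLL libraries the DEGs of CLL alone numbered 57 to 90, with 36 to 62 of the same sign under LD and 4 to 11 past the interaction, and with libraries 68 and 69 merged 73, 36 and 4. Without *rtnlb16-1* LD library 51 they numbered 213, with 167 of the same sign. They numbered 421 with edgeR, 350 with DESeq2 and 427 with only the 2 groups compared, and 66 and 40 of them passed the interaction with edgeR and DESeq2. Of 25 genes in the study's term on the response to salicylic acid among DEGs of CLL alone, a list chosen on these samples, 2 were higher and 4 lower under CLL from limma. Such counts depend on the test. Of the 172 genes in the study's complete terms for CLL alone, limma called 56, edgeR 157 and DESeq2 162.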

The 629 DEGs common to CLL and LD were enriched for SA-related defense responses, biotic stress pathways, leaf senescence, photosynthesis, and jasmonic acid (JA) signaling (Figure 6D; Table S3). 

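Salicylic acid genes were lower in *rtnlb16-1* under LD as well, and some genes of the response to reactive oxygen were higher in both regimes. Under LD 16 of 30 salicylic acid genes were lower and none was higher at an adjusted p under 0.01 from limma (18 lower when adjusted over the list alone, median -1.89, camera adjusted p = 2.7e-12, adjusted p = 0.13 with an estimated correlation). *PR1* fell by 6.26 on the log2 scale (adjusted p = 7.24e-05 from limma) and *DMR6*, which encodes another salicylic acid hydroxylase, fell by 4.21 (adjusted p = 7.7e-08 from limma). Of 18 reactive oxygen response genes, 3 were higher under CLL and 6 under LD from limma, with none lower (7 higher and 1 lower under CLL and 6 higher under LD when adjusted over the list alone). With camera this list had an adjusted p = 0.00065 under CLL and 5.3e-05 under LD (adjusted p = 0.41 and adjusted p = 0.17 with an estimated correlation). *OXI1*, a kinase gene induced by oxidative stress, rose by 3.81 under CLL and 5.02 under LD.

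Genes of jasmonate synthesis and signalling went both ways under LD, with 3 higher and 9 lower of 31 from limma (3 and 11 when adjusted over the list alone, camera adjusted p = 7e-04, adjusted p = 0.17 with an estimated correlation). *TAT3*, a tyrosine aminotransferase gene induced by jasmonate, fell by 4.35 under CLL and fell by 6.56 under LD, and the storage protein gene *VSP1* rose by 3.56 under LD. Under CLL 2 of 31 were lower, *TAT3* and *AOC2*, and the call of *AOC2* was lost without Col-0 library 47, 66 or 67, without *rtnlb16-1* library 52, 68, 69 or 70 and with 68 and 69 merged. Of 19 leaf senescence genes, 4 were higher and 2 lower under LD from limma (4 and 3 when adjusted over the list alone, camera adjusted p = 0.85, adjusted p = 0.93 with an estimated correlation). The senescence regulator *NAP* fell by 3.17 there and *WRKY45* rose by 3.53. The number of senescence genes higher under LD was 2 without *rtnlb16-1* library 51, 52, 68 or 69 and with 68 and 69 merged.

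In the study's term on systemic acquired resistance among the common DEGs, a list of 23 genes chosen on these samples, 13 were lower under CLL and 20 under LD, with none higher. Its leaf senescence term of 31 genes had 8 higher and 9 lower under CLL and 15 higher and 13 lower under LD.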

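Under LD, auxin genes and genes of photosynthesis were lower in *rtnlb16-1* than in Col-0, while genes of the cell cycle and of the stomatal lineage were higher. Of 35 genes of auxin response and transport, 24 were lower and 3 higher at an adjusted p under 0.01 from limma (25 and 7 when adjusted over the list alone, median -2.04, camera adjusted p = 2.5e-11, adjusted p = 0.078 with an estimated correlation). *IAA6* had 2.24 ± 0.429 (SD, n = 3) normalized counts in *rtnlb16-1* and 202 ± 20 (SD, n = 3) in Col-0, and the growth gene *SAUR22* fell by 5.24 on the log2 scale (adjusted p = 7.39e-07 from limma). Col-0 LD was the group that stood apart in the auxin list. The mean log2 level of the list was 8.79 to 9.09 in Col-0 LD and 6.97 to 7.37 in *rtnlb16-1* LD. It was 7.14 to 7.57 in Col-0 CLL and 7.54 to 7.57 in *rtnlb16-1* CLL. Between LD and CLL, 18 of the 35 genes were higher and 1 lower under LD in Col-0 (median 1.62) from limma. In *rtnlb16-1* 3 were higher and 4 lower (median -0.3). Of 27 circadian clock genes, 7 were higher and 4 lower under LD from limma, the same when adjusted over the list alone (median 0.14, camera adjusted p = 0.28, adjusted p = 0.63 with an estimated correlation). Split by phase after the values were seen, the 7 evening genes had a median of 2.43, among them *PRR5*, which rose by 4.97, and *FKF1*, which rose by 4.25, and the 5 dawn genes had a median of -1.18. The paper names no time of day for these samples. A later harvest of the *rtnlb16-1* LD plants and a changed clock phase cannot be told apart. Whether either enters the other differences under LD was not tested.

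Of 31 nuclear-encoded photosystem and electron transport genes, 17 were lower and none higher from limma (24 lower when adjusted over the list alone, median -1.31, camera adjusted p = 2.7e-14, adjusted p = 0.17 with an estimated correlation). The count was 9 to 10 without Col-0 LD library 48 or 49 or *rtnlb16-1* library 52, and 10 with libraries 68 and 69 merged. With the shoot meristem markers as a covariate, added after the values were seen, their median went from -1.31 to -0.89 (-1.53 to -0.54 with 1 library left out). *PSAH2*, a subunit of photosystem I, fell by 1.85 and *ATPD*, a subunit of the plastid ATP synthase, fell by 2.20. Of 24 chlorophyll biosynthesis genes, 9 were lower and none higher from limma (14 lower when adjusted over the list alone, camera adjusted p = 1.1e-07, adjusted p = 0.15 with an estimated correlation), and *PORB* fell by 1.72.

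Of 39 cell cycle and DNA replication genes, 22 were higher and none lower from limma (30 higher when adjusted over the list alone, median 1.52, camera adjusted p = 6.5e-14, adjusted p = 0.15 with an estimated correlation). *CDC20.1*, an activator of mitotic exit, had 234 ± 8.98 (SD, n = 3) normalized counts in *rtnlb16-1* and 20.4 ± 7.19 (SD, n = 3) in Col-0. Of 16 stomatal lineage genes, 10 were higher and 1 lower from limma (11 and 1 when adjusted over the list alone, median 1.82, camera adjusted p = 9.1e-06, adjusted p = 0.17 with an estimated correlation). *SPCH*, which starts the lineage, rose by 4.53 (adjusted p = 9.09e-06 from limma). The cell cycle count was 11 without *rtnlb16-1* library 52, 13 without 69 and 14 with 68 and 69 merged, and the stomatal count was 5 or 6 without library 49, 51, 52 or 69 and 6 with the merged libraries. Markers of the shoot meristem moved with both groups. *STM* had no reads in the Col-0 LD libraries and 316 ± 132 (SD, n = 3) normalized counts in *rtnlb16-1* LD, at least 69.2-fold more with a floor of 3 reads per library, and 3 of 5 such markers were higher from limma. With these markers as a covariate, the cell cycle median went from 1.52 to 0.4 (0.06 to 0.98 with 1 library left out). The stomatal median went from 1.82 to 0.37 (-0.21 to 0.61 with 1 library left out). Under LD the markers nearly follow the genotype. The fit cannot tell more shoot apex or floral bud tissue from a change within the leaf.

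**Figure D2:**
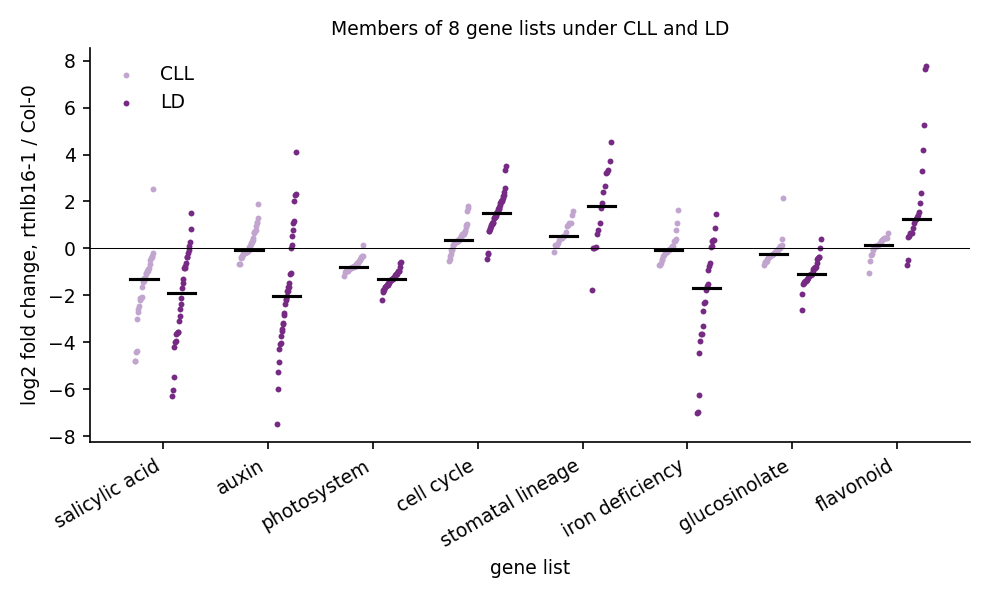
Log2 fold change of *rtnlb16-1* over Col-0 for the members of 8 gene lists under CLL (light) and LD (dark), from 3 libraries per group. Each point is a gene and each bar the median of its list, which under LD lies at -2.04 for auxin and 1.52 for the cell cycle.

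**Figure D3:**
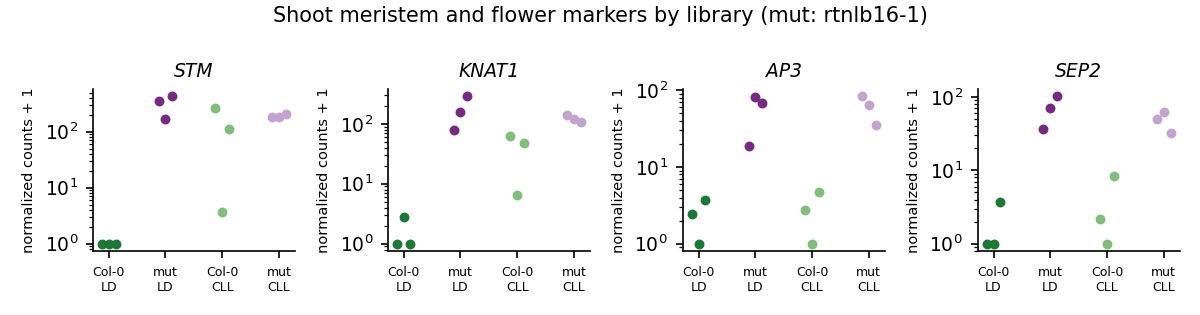
Normalized counts plus 1, on a log axis, of the shoot meristem markers *STM* and *KNAT1* and the flower markers *AP3* and *SEP2* in each of the 12 libraries. Points are libraries, and the 3 Col-0 LD libraries have no *STM* reads.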

LD-exclusive DEGs encompassed a broader set of processes, including auxin and light responses, photosynthesis, cell division, and wounding (Figure 6E; Table S4). These results indicate that *RTNLB16* imbalance affects stress-, hormone-, and development-associated transcriptional programs, with a particularly strong effect under photoperiodic conditions.

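Glucosinolate synthesis and flavonoid synthesis, branches of secondary metabolism, moved in opposite directions in *rtnlb16-1* under LD. Of 29 glucosinolate biosynthesis genes, 22 were lower and none higher at an adjusted p under 0.01 from limma (22 lower when adjusted over the list alone, camera adjusted p = 2.7e-14, adjusted p = 0.03 with an estimated correlation). *CYP79B3*, the first enzyme of the indolic branch, had 359 ± 50.3 (SD, n = 3) normalized counts in *rtnlb16-1* and 1363 ± 83.8 (SD, n = 3) in Col-0. Of 22 phenylpropanoid and flavonoid genes, 10 were higher and none lower from limma (11 higher when adjusted over the list alone, camera adjusted p = 3.9e-08, adjusted p = 0.15 with an estimated correlation). With the shoot meristem markers as a covariate, added after the values were seen, the median of this list went from 1.27 to 0.59 (0.4 to 1.13 with 1 library left out), and among the Col-0 CLL libraries *DFR* was lowest in library 66, at 106 normalized counts against 855 in 65 and 619 in 67. The anthocyanin genes *DFR* and *LDOX* rose by 7.62 and 5.25 on the log2 scale. Under CLL none of either list passed an adjusted p under 0.01 from limma or was called by edgeR or DESeq2, with 1 glucosinolate gene higher and 6 lower and no flavonoid gene at an unadjusted p under 0.05. Of the 3137 DEGs of LD alone, 2743 had the same sign under CLL, and the interaction passed an adjusted p under 0.01 from limma in 240. That number was 140 without *rtnlb16-1* library 50, 119 without 52, 96 without Col-0 CLL library 65, 136 without 67, 68 without *rtnlb16-1* CLL library 68, 57 without 69 and 56 with 68 and 69 merged, against 941 with edgeR and 860 with DESeq2. From the enriched terms of the 3 sets of DEGs, the paper concludes that *RTNLB16* imbalance affects programs of stress, hormones and development, most of all under photoperiodic conditions (Fig. 6).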

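A set of genes changed in *rtnlb16-1* under LD against both Col-0 under LD and *rtnlb16-1* under CLL, without being a DEG in the remaining 2 comparisons. It held 408 genes, 180 higher and 228 lower. Among the largest rises under LD were *MLP34*, with 236 ± 91.1 (SD, n = 3) normalized counts in *rtnlb16-1* and 1.04 ± 0.924 (SD, n = 3) in Col-0, and the transporter gene *ABCG18*, which rose by 3.90 on the log2 scale (adjusted p = 3.81e-06 from limma). Among the largest falls were *PCC1*, a gene controlled by pathogens and the clock, which fell by 7.08 (adjusted p = 5.7e-08 from limma), and the iron deficiency regulators *bHLH38* and *bHLH39*. *PCC1* fell by 1.95 under CLL as well, below each Col-0 CLL library in each *rtnlb16-1* CLL library, and missed the threshold there (adjusted p = 0.0128 from limma), while its interaction was -5.14 (adjusted p = 0.000277 from limma). *MLP34* and *ABCG18* were higher under CLL too without passing (adjusted p = 0.107 and 0.0529 from limma), and their interactions did not pass (adjusted p = 0.0456 and 0.0117 from limma). Both comparisons share the *rtnlb16-1* LD libraries, and 676 genes were DEGs in both. Independence would give 180.4, but comparisons that share libraries are not independent. The interaction of genotype and light passed an adjusted p under 0.01 from limma in 68 of the 408, a number that was 32 to 39 without any 1 of libraries 49, 50, 52, 65 and 67, 117 without 51, 16 without 68, 13 without 69 and 12 with 68 and 69 merged, against 271 with edgeR and 232 with DESeq2. The set held 246 genes without *rtnlb16-1* library 50, 202 without 68, 180 without 69 and 177 with 68 and 69 merged.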

To focus on genes most closely associated with the reversible LD-dependent phenotype, we identified a subset of 509 genes that were misregulated in LD-grown *rtnlb16-1* but returned toward wild-type expression levels under CLL (Figure 7A,B). 

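The 408 genes called in both *rtnlb16-1* LD comparisons and in neither of the others include members of the iron, flavonoid and salicylic acid lists. The set held 7 of 24 iron deficiency genes, all lower, and 3 of 12 iron storage genes, all higher. It held 5 of 22 phenylpropanoid and flavonoid genes, all higher, and 4 of 30 salicylic acid genes, all lower. From the jasmonate list it held 2 of 31 genes and from the auxin list 2 of 35, all lower, and 1 of 19 leaf senescence genes, also lower. It held 3 of 27 circadian clock genes, 1 higher and 2 lower, and 2 of 29 glucosinolate genes and 1 of 24 chlorophyll biosynthesis genes, all lower. None of the 37 genes of abscisic acid metabolism and core signalling was in the set, although 5 were higher and 1 lower under LD from limma (6 and 1 when adjusted over the list alone, camera adjusted p = 0.14, adjusted p = 0.17 with an estimated correlation, fry adjusted p = 0.00057). At an unadjusted p under 0.05 from limma, 16 of the 37 were higher and 6 lower under LD. From the study's own terms for its set, lists chosen on these samples, 13 of 24 salicylic acid genes were lower and 4 higher under LD, 10 of 24 jasmonate genes were higher and 10 lower, and 10 of 33 abscisic acid genes were higher and 14 lower.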

GO enrichment analysis of this subset highlighted defense responses, SA and JA signaling, auxin-related development, leaf senescence, ABA responses, and iron homeostasis-related terms (Figure 7C; Table S5). 

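Under LD, genes of iron storage rose in *rtnlb16-1* and the transcription factors that switch on iron uptake fell. *FER4* (AT2G40300), a ferritin gene, had 1319 ± 652 (SD, n = 3) normalized counts in *rtnlb16-1* and 295 ± 41.6 (SD, n = 3) in Col-0, a log2 fold change of 2.04 (standard error 0.34, adjusted p = 0.000651 from limma). *NEET* (AT5G51720) rose by 2.28 (standard error 0.39, adjusted p = 0.0008 from limma). *FER1* (AT5G01600) had a log2 fold change of 1.23 (standard error 0.40, adjusted p = 0.0402 from limma) and was not a DEG in limma, while edgeR and DESeq2 called it. The transcription factor genes *bHLH39* and *bHLH38* fell by 6.97 (adjusted p = 1.11e-05 from limma) and fell by 7.00 (adjusted p = 0.00033 from limma), *BHLH100* fell by 6.23 and *PYE* fell by 2.27. *BHLH101* fell by 3.96, a call lost without Col-0 library 48 or 49, without *rtnlb16-1* library 50, 52 or 69 and with 68 and 69 merged. *FER4*, *FER1*, *bHLH38* and *BHLH101* overlap another annotated gene, the last 3 on the opposite strand.

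Of 24 iron deficiency genes, 15 were lower and none higher at an adjusted p under 0.01 from limma (15 lower and 1 higher when adjusted over the list alone, median -1.69, camera adjusted p = 6.2e-08, adjusted p = 0.17 with an estimated correlation). Of 12 iron storage genes, 5 were higher and none lower from limma, the same when adjusted over the list alone (camera adjusted p = 0.0055, adjusted p = 0.37 with an estimated correlation). Of the 9 genes of Table S6, 8 were DEGs under LD from limma, and edgeR and DESeq2 each called all 9 there. None was a DEG under CLL, where none passed an unadjusted p under 0.05 from limma or was called by edgeR or DESeq2. Between LD and CLL in *rtnlb16-1* 6 of the 9 were DEGs, and in Col-0 none was, with 1 lower at an unadjusted p under 0.05 from limma, 2 higher and 1 lower with edgeR and none with DESeq2. The number in *rtnlb16-1* was 2 without CLL library 68 or 69 and with both merged, and 3 with only the 2 groups compared, while edgeR and DESeq2 called all 9. Among the *rtnlb16-1* CLL libraries, 70 lay far below the near-identical 68 and 69 in *bHLH38* (90.4 normalized counts against 849 and 800), *BHLH100* (237 against 2353 and 2370) and the mean log2 level of the iron deficiency list (6.86 against 8.07 in each), so the high level in this group rests on 68 and 69. The interaction passed an adjusted p under 0.01 from limma in 1 of the 9, *bHLH39*, while edgeR called 2 of the 9 higher and 6 lower and DESeq2 2 higher and 5 lower in the interaction. The limma call of *bHLH39* was lost without Col-0 CLL library 65 or 67, without *rtnlb16-1* CLL library 68 or 69 and with 68 and 69 merged. The paper proposes from these genes that iron and redox programs are altered in LD-grown *rtnlb16-1*.

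**Figure D4:**
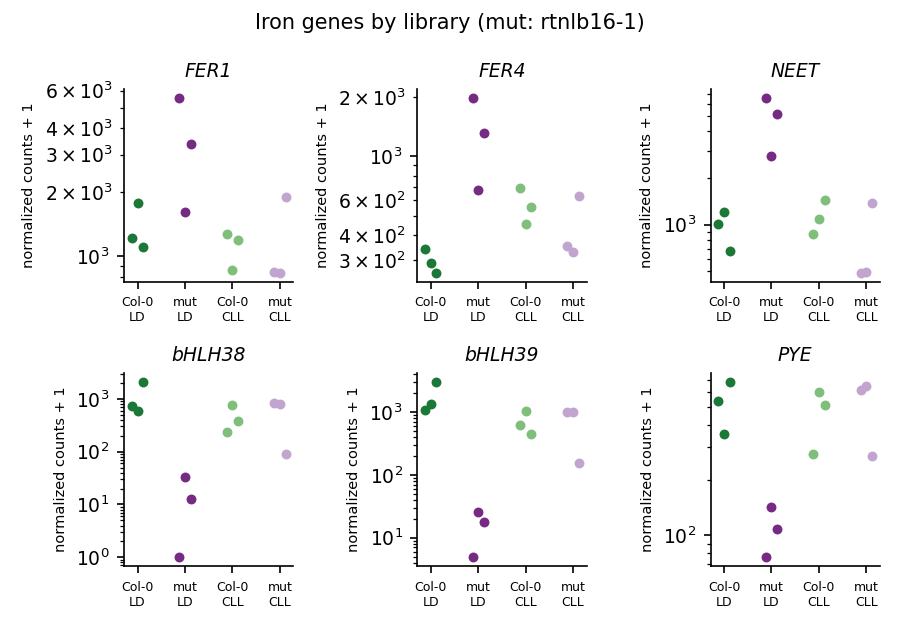
Normalized counts plus 1, on a log axis, of *FER1*, *FER4*, *NEET*, *bHLH38*, *bHLH39* and *PYE* in each of the 12 libraries of the 4 groups. Points are libraries, 3 per group, and the *rtnlb16-1* LD libraries lie lowest for *bHLH38*, *bHLH39* and *PYE*.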

Among the genes contributing to the iron/redox-associated enrichment were FERRITIN 1 (FER1; AT5G01600), FERRITIN 4 (FER4; AT2G40300), the Fe-S cluster-associated gene NEET (AT5G51720), and several bHLH transcription factors (Table S6), suggesting that iron/redox-associated transcriptional programs are altered in LD-grown *rtnlb16-1*.

### 2.8. rtnlb16-1 Shows Enhanced Recovery from Dark-Induced Senescence, Whereas Both rtnlb16 Alleles Show Reduced Sensitivity to ABA

To test whether *RTNLB16* imbalance affects senescence-associated stress responses, 18-day-old seedlings grown on MS agar under CLL were transferred to complete darkness for seven days, then returned to CLL for recovery. After dark treatment and re-illumination, Col-0 and *rtnlb16-2* seedlings exhibited extensive bleaching and failed to recover. In contrast, *rtnlb16-1* seedlings retained or re-established green pigmentation during recovery and regained greenness within six days (Figure 8A). Image-based quantification confirmed that *rtnlb16-1* had significantly higher green pigmentation than Col-0 or *rtnlb16-2* during recovery (Figure 8B).

We next tested ABA sensitivity during germination by sowing seeds on MS medium containing 0.3 µM ABA and scoring radicle emergence five days after imbibition. Under these conditions, approximately 20% of Col-0 seeds germinated, whereas *rtnlb16-1* and *rtnlb16-2* reached approximately 60% germination (Figure 9). The ABA-insensitive *abi4-1* mutant showed the strongest response, with approximately 90% germination. These results indicate reduced ABA sensitivity in both *rtnlb16* alleles during germination. Together, these findings suggest that RTNLB16 contributes to stress-related processes affecting dark-induced senescence recovery and ABA sensitivity during germination.

## 3. Discussion

### 3.1. RTNLB16 Splice-Variant Imbalance Defines a Dosage-Sensitive Allele

Our main conclusion is that *rtnlb16-1* is not a conventional *RTNLB16* loss-of-function mutant. Instead, it is a splice-variant dosage allele in which the T-DNA insertion removes the 5′ regulatory and initiating region required for splice variant 7, while T-DNA-associated CaMV35S regulatory sequences drive elevated accumulation of the remaining *RTNLB16* splice variants. This interpretation is supported by isoform-specific RT-PCR data, RNA-seq coverage across the *RTNLB16* locus, and the strong photoperiod dependence of RTNLB16 transcript accumulation in the mutant. The behavior of the 35S:GFP reporter and previous reports that CaMV35S activity is influenced by photoperiod and darkness further support the idea that day–night cycles amplify *RTNLB16* misexpression in *rtnlb16-1* [17,19,20].

Overexpression of the genomic region encoding isoforms 1–6 in a wild-type background did not reproduce the severe growth phenotype, and CRISPR-Cas9 disruption of the major isoforms, including isoform 7, did not cause visible growth retardation under the conditions tested. These observations argue that neither *RTNLB16* overexpression nor *RTNLB16* loss alone is sufficient to explain *rtnlb16-1*. Together, the data support a dosage-imbalance model in which hyperaccumulation of isoforms 1–6 is deleterious only when isoform 7 is absent. A definitive test of this model would be complementation of *rtnlb16-1* with isoform 7, or reconstruction of the combined genotype by overexpressing isoforms 1–6 in an isoform-7-null background.

This interpretation is consistent with the general behavior of reticulon-family proteins. Reticulons shape the highly curved tubular ER by inserting long hydrophobic segments into membranes and assembling into relatively immobile oligomeric scaffolds [2,3,5]. Because oligomeric assembly is central to reticulon function, altered ratios among closely related isoforms could plausibly change the composition, geometry, or stability of ER-shaping complexes. Previous work has shown that reticulon overexpression can substantially remodel ER organization and restrict luminal diffusion, even when bulk secretion remains intact [21]. Thus, the *rtnlb16-1* phenotype may reflect an abnormal RTNLB16-containing membrane scaffold rather than a simple absence of RTNLB16 activity.

### 3.2. A Cellular Framework for RTNLB16 Function

The subcellular localization data provide a plausible structural context for the physiological defects. RTNLB16.5-GFP decorated the tubular ER network and was enriched at structures consistent with plasmodesmata, consistent with previous evidence that plant RTNLB proteins can localize to desmotubules and influence plasmodesmatal architecture [13]. The transiently expressed RTNLB16.5-GFP signal also included punctate structures that may correspond to specialized endomembrane subdomains, although additional co-localization with Golgi or other organelle markers would be needed to definitively assign these structures. These observations suggest that RTNLB16 may act at sites where ER membrane curvature, ER–plasma membrane contact, and intercellular communication intersect.

A disturbance at these sites could have broad downstream consequences. Plasmodesmata and the ER-desmotubule system facilitate the movement of developmental and stress-related signals between cells, while the ER supports secretory trafficking, protein quality control, lipid metabolism, and stress signaling. Therefore, the extensive transcriptomic reprogramming observed in *rtnlb16-1* is likely a secondary consequence of altered membrane organization rather than a direct transcriptional function of *RTNLB16*. The enrichment of gene sets related to defense, salicylic acid, jasmonic acid, ABA, auxin, senescence, and photosynthesis is consistent with a broad stress-acclimation state triggered by disruption of endomembrane or plasmodesmatal function.

### 3.3. Photoperiod-Dependent Transcriptome Reprogramming and Stress-Response Pathways

The light-regime experiments indicate that the severe *rtnlb16-1* phenotype is driven primarily by day–night transitions rather than by total light dose. Continuous low light substantially mitigated growth inhibition and chlorosis, whereas LD photoperiods increased *RTNLB16* transcript accumulation and exacerbated the phenotype. This pattern was also reflected at the transcriptome level, with many more DEGs detected under LD than under CLL. The 509-gene subset that returned toward wild-type expression under CLL therefore provides a useful candidate set of transcriptional changes associated with the reversible, photoperiod-sensitive component of the phenotype.

This recovered gene set was enriched for several stress- and development-related processes, including defense responses, SA and JA signaling, auxin-related development, ABA responses, senescence, photosynthesis-related processes, and iron-homeostasis-associated terms. These categories suggest that *RTNLB16* splice-variant imbalance affects multiple regulatory networks rather than a single downstream pathway. Among these responses, the induction of *FERRITIN 1*, *FERRITIN 4*, *NEET*, and several iron-associated *bHLH* transcription factors is consistent with altered regulation of iron/redox-associated gene expression in LD-grown *rtnlb16-1*. Ferritins and NEET-family proteins are linked to iron storage, Fe-S cluster biology, and redox-associated stress responses [22,23,24] and their altered expression may reflect a broader chloroplast or metabolic stress state associated with the chlorotic phenotype.

A working model is that LD conditions amplify the consequences of *RTNLB16* splice-variant imbalance through two non-exclusive mechanisms: increased CaMV35S-driven activation of *RTNLB16* isoforms 1–6 and repeated daily light–dark transitions. Together, these factors may perturb ER-associated cellular homeostasis and activate transcriptional programs associated with stress, hormones, senescence, photosynthesis, and iron/redox. Under CLL, reduced *RTNLB16* overexpression and the absence of abrupt light–dark transitions may lessen this transcriptional stress signature, thereby partially restoring growth and pigmentation.

### 3.4. ABA Sensitivity and Dark-Induced Senescence

The ABA and dark-induced senescence phenotypes provide additional evidence that RTNLB16 affects stress-related physiological responses. *rtnlb16-1* showed enhanced recovery after prolonged darkness, whereas Col-0 and *rtnlb16-2* exhibited extensive bleaching and poor recovery under the same conditions. In contrast, both *rtnlb16-1* and *rtnlb16-2* showed reduced sensitivity to exogenous ABA during seed germination. Thus, the ABA germination phenotype alone is insufficient to explain the *rtnlb16-1*-specific recovery from dark-induced senescence. Instead, reduced ABA sensitivity may reflect a broader role for RTNLB16 in ABA responsiveness, while the enhanced recovery of *rtnlb16-1* after dark treatment may depend on the specific splice-variant imbalance and the associated stress-response state of this allele.

This distinction is important because dark-induced senescence is regulated by multiple converging pathways, including ABA signaling, chloroplast retrograde signaling, sugar status, ROS-associated signaling, and senescence-associated transcriptional programs [25,26,27]. The ER may participate in this network because stress-activated ABA release can occur via beta-glucosidase-mediated hydrolysis of ABA-glucose ester in ER-associated compartments [28]. Given RTNLB16’s ER-associated localization, altered ER organization could plausibly influence one or more of these processes. However, resolving these possibilities will require direct measurements of endogenous ABA levels, expression of ABA metabolic and senescence-marker genes, chlorophyll catabolic gene activity, and plasmodesmatal permeability during dark treatment and recovery.

## 4. Materials and Methods

### 4.1. Plant Materials, Growth Conditions, and Treatments

All *Arabidopsis* lines used in this study were in the Columbia-0 (Col-0) background. The RTNLB16 T-DNA insertion lines Salk_122275 (*rtnlb16-1*) and Salk_020022 (*rtnlb16-2*) were obtained from the *Arabidopsis* Biological Resource Center (ABRC). Homozygous plants were identified by PCR genotyping with gene-specific and T-DNA border primers, following the SIGnAL/SAIL genotyping recommendations [14]. Primer sequences are listed in Table S1.

Plants were grown in Percival AR-66 growth chambers (Percival Scientific, Perry, IA, USA) or in temperature-controlled growth rooms at 23 °C and 70% relative humidity. Unless otherwise indicated, plants were grown under long-day conditions (LD; 16 h light/8 h dark; 80–100 µmol m^−2^ s^−1^) or continuous low light (CLL; 40 µmol m^−2^ s^−1^). Because *rtnlb16-1* is highly sensitive to photoperiod, plants used in transfer experiments were germinated and initially grown under CLL before exposure to LD or continuous light (CL) treatments.

For photoperiod-transfer assays, plants were germinated under CLL and transferred to LD for the indicated durations before phenotyping at the same age. For light-intensity experiments, two-week-old plants grown under CLL were transferred to LD or CL at 100 or 200 µmol m^−2^ s^−1^. Rosette diameter was measured from digital images along the rosette’s widest axis.

### 4.2. Mapping of T-DNA Insertion Sites

T-DNA insertion sites in Salk_122275 were mapped by restriction site extension PCR (RSE-PCR) as previously described [29]. PCR products were sequenced and aligned to the TAIR10 *Arabidopsis* genome to identify flanking genomic sequences. The *RTNLB16*-associated insertion and the 191-bp deletion were confirmed by PCR and sequencing using primers listed in Table S1. The unlinked chromosome 4 insertion was segregated away before subsequent phenotypic and molecular analyses.

### 4.3. ABA Germination Assay

Freshly harvested seeds were surface-sterilized and sown on half-strength MS agar medium, with or without 0.3 µM abscisic acid (ABA). Plates were incubated under CLL conditions. Germination was scored five days after imbibition based on radicle emergence. The ABA-insensitive *abi4-1* mutant served as a positive control.

### 4.4. Dark-Induced Senescence and Image-Based Quantification of Green Pigmentation

For dark-induced senescence assays, 18-day-old seedlings grown on MS agar plates under CLL were wrapped in aluminum foil and incubated in complete darkness in the growth chamber for seven days. Plates were then returned to CLL, and recovery was imaged at the indicated time points.

Green pigmentation was quantified from digital images using MATLAB (vR2025b). Plants were segmented from the background, and five non-overlapping circular regions of interest of similar size were selected per sample. Pixels in each region were converted from RGB to HSL color space. Green pixels were defined by hue values between 80 and 125 degrees and weighted by inverse lightness [green mask × (1 − lightness)] to reduce the contribution of pale or overexposed pixels. Pixel scores below 0.11 were set to zero, and the final greenness value for each sample was calculated from the five regions of interest.

### 4.5. RNA Extraction, RT-PCR, and qRT-PCR

Total RNA was extracted from fresh leaf tissue using TRIzol reagent (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. cDNA synthesis, semi-quantitative RT-PCR, and quantitative real-time PCR (qRT-PCR) were performed as previously described [30]. Expression values were normalized to *ACTIN2* or to the internal control specified for the relevant experiment. Primer names and sequences are listed in Table S1.

### 4.6. SOD Activity Assays and Immunoblotting

Leaf protein extracts were prepared from 250 mg of tissue collected from three-week-old CLL-grown plants. For native SOD activity assays, 30 µg of total protein was resolved on a 10% non-denaturing polyacrylamide gel, and SOD activity was stained as described by [31]. Where indicated, gels were treated with 8 mM H_2_O_2_ to inhibit H_2_O_2_-sensitive SOD isoforms and enhance detection of H_2_O_2_-resistant MSD1 activity. Immunoblot analysis was performed as previously described [32] using a polyclonal anti-MSD1 antibody (Agrisera, Sweden; Product no. AS09 524) at a 1:3000 dilution. Coomassie-stained gels served as loading controls.

### 4.7. Cloning and Generation of Transgenic Plants

For subcellular localization, the coding sequence of RTNLB16 splice variant 5 was PCR-amplified and cloned into the Gateway pDONR221 entry vector, then recombined into the pH7FWG2 destination vector [33] to generate a C-terminal GFP fusion under the CaMV35S promoter. For overexpression analyses, the RTNLB16 genomic fragment encompassing the coding regions of isoforms 1–6 was cloned into pH7FWG2 and into the β-estradiol-inducible pMDC7 vector [34]. PCR amplification was performed using Herculase II Fusion DNA Polymerase (Agilent Technologies, Santa Clara, CA, USA ) with primers listed in Table S1.

The *rtnlb16-cr* CRISPR-Cas9 allele was isolated from a multiplex CRISPR library targeting the *Arabidopsis* RTNLB gene family, generated using the strategy described in [35]. The mutation was confirmed by PCR amplification and Sanger sequencing of the target region.

### 4.8. Transient Expression in N. benthamiana

Agrobacterium-mediated transient expression in *N benthamiana* leaves was performed as described [36]. For co-expression experiments, Agrobacterium cultures carrying RTNLB16.5-GFP and ER-rk:mCherry were mixed at a 1:1 ratio before infiltration.

### 4.9. Fluorescence Microscopy and Imaging

Confocal fluorescence imaging of infiltrated *N. benthamiana* leaf epidermal cells and transgenic *Arabidopsis* tissues was performed using an Olympus FV1000 confocal microscope. GFP imaging of CaMV35S:GFP *Arabidopsis* seedlings was performed using the CRI Maestro II live-imaging system (PerkinElmer, Waltham, MA, USA). Image acquisition settings were kept consistent within each experiment.

### 4.10. Delayed Fluorescence Imaging

Chlorophyll-associated delayed fluorescence was measured from entire rosettes of 14-day-old plants using a NightSHADE LB985 imager (Berthold Technologies, Bad Wildbad, Germany), as described by [37]. Delayed fluorescence signal was quantified per rosette area as indicated in the relevant figure.

### 4.11. RNA-seq and Bioinformatic Analyses

RNA-seq libraries were prepared as previously described [38]. Twelve samples, representing three biological replicates for each genotype and light condition, were sequenced on a single lane of an Illumina HiSeq 2500 sequencer (Illumina, Inc., San Diego, CA, USA) in high-output mode, yielding approximately 30–50 million reads per sample. Reads were aligned to the *Arabidopsis* reference genome (TAIR10/Araport11, release 06/2016) using STAR version 2.5.0a [39], resulting in 89.5–95.5% uniquely mapped reads, corresponding to 27.5–47.3 million uniquely mapped reads per sample [39]. Gene-level count matrices were generated with HTSeq version 0.6.1p1 [40], and differential expression was analyzed with DESeq2 [41]. Only reads that could be unambiguously assigned to a single genomic feature were included in the count matrix. No additional gene-level filtering was applied prior to differential expression analysis.

Differential expression was assessed for *rtnlb16-1* versus Col-0 within each light regime and for LD versus CLL within each genotype, using three biological replicates per group. Differentially expressed genes (DEGs) were defined as genes with an absolute log_2_ fold change > 1 and a *p* value < 0.01. Functional enrichment analysis was performed using DAVID Bioinformatics Resources 6.8 [42]. RNA-seq read coverage was visualized using IGV [43]. The RNA-seq data have been deposited in GEO under accession number GSE242257 and will be available on 1 September 2026.

### 4.12. Statistical Analysis

Graphs and statistical analyses were prepared using GraphPad Prism (V10.6.1). Statistical significance was set at *p* < 0.05. One-way or two-way ANOVA was used to compare more than two groups or to test genotype × treatment effects; Tukey’s test was used for post hoc multiple comparisons.

## 5. Conclusions

This study highlights two key points. First, T-DNA alleles in compact genomic regions can produce complex regulatory outcomes that simple insertion-site annotations fail to capture. In *rtnlb16-1*, the relevant phenotype was identified only after resolving the precise insertion structure, testing the neighboring *MSD1* locus, examining RTNLB16 splice variants, and removing the independent insertion on chromosome 4. This underscores the importance of molecular validation when interpreting T-DNA resources, especially for genes with complex splicing patterns or alternative promoters.

Second, the findings suggest that the physiological functions of plant RTNLB proteins may depend not only on the presence or absence of genes but also on the relative abundance of splice isoforms. Many *Arabidopsis* RTNLB genes encode multiple predicted splice variants, yet most functional analyses treat each locus as a single gene. RTNLB16 exemplifies a case in which isoform stoichiometry appears central to growth, chloroplast performance, hormone responsiveness, and stress tolerance. Future work should determine whether RTNLB16 isoforms form mixed complexes, whether isoform 7 has a distinct localization or regulatory function, and whether altered RTNLB16 ratios change ER tubule geometry or plasmodesmatal aperture.

Overall, our results position RTNLB16 as a dosage-sensitive regulator that links ER membrane architecture to photoperiod-dependent growth and stress physiology. By linking splice-variant balance to ABA responsiveness, dark-induced senescence, defense-related transcription, and iron/redox-associated transcriptional responses, this work expands the functional scope of plant reticulons and provides a framework for dissecting isoform-specific functions within membrane-shaping protein families.

## Figures and Tables

**Figure 1:**
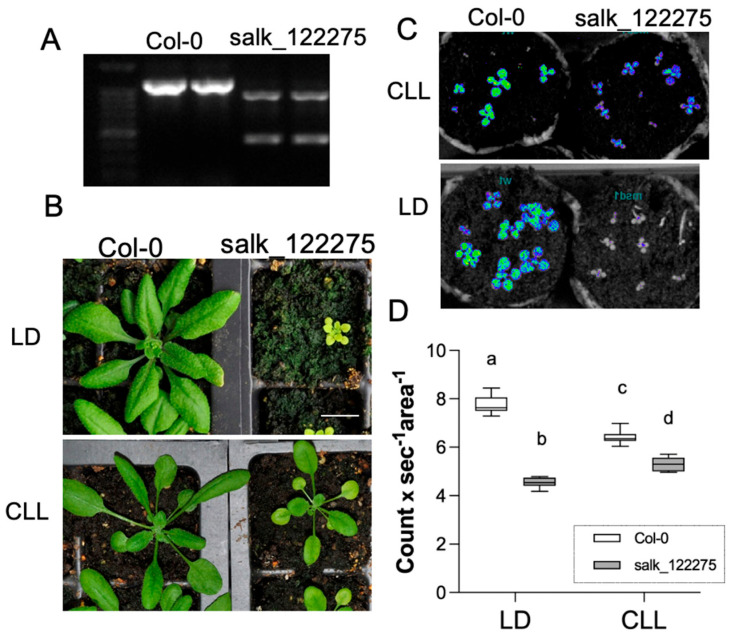
Characterization of the *rtnlb16-1* mutant phenotype under different light regimes. (**A**) PCR genotyping of Salk_122275 compared with wild-type Col-0, confirming recovery of homozygous mutant plants. (**B**) Representative four-week-old Col-0 and Salk_122275 plants grown under long-day conditions (LD; 16 h light/8 h dark) or continuous low light (CLL). Under LD, the mutant shows pronounced growth retardation and chlorosis, whereas growth under CLL partially alleviates both phenotypes. Scale bar = 1 cm. (**C**) Delayed-fluorescence images of whole rosettes grown under CLL or LD conditions, used as a non-destructive proxy for chlorophyll-associated photosynthetic signal. (**D**) Quantification of delayed fluorescence per unit area under each light condition. Data are shown as plotted; bars represent the mean ± SD of 8 biological replicates; different letters indicate statistically significant differences among groups (two-way ANOVA followed by Tukey’s multiple-comparisons test, *p* < 0.05).

**Figure 2:**
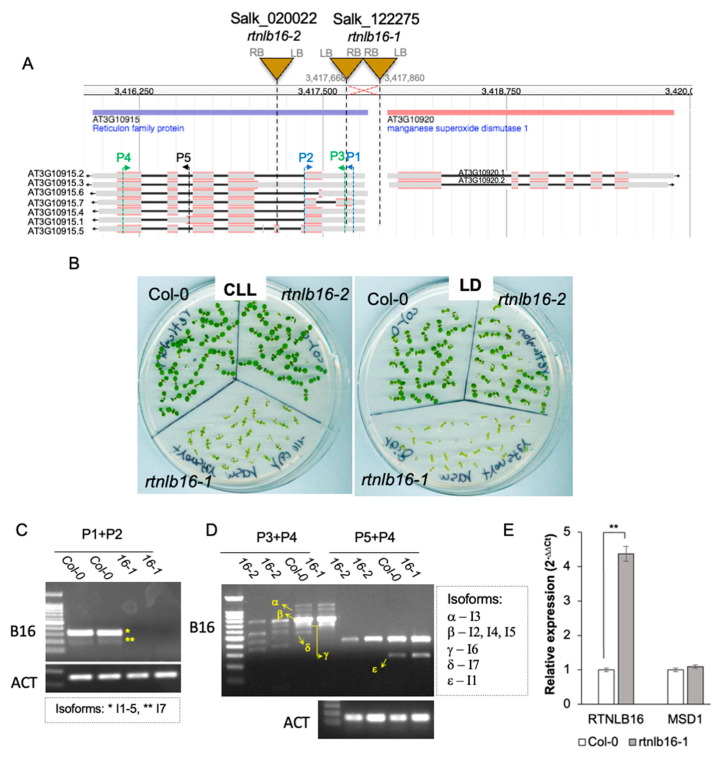
Identification of *RTNLB16* T-DNA alleles and splice-variant expression. (**A**) Gene model of the *RTNLB16* (AT3G10915) locus showing the seven annotated splice variants, the neighboring *MSD1* (AT3G10920) locus, primer positions (P1–P5), and the T-DNA insertion sites in Salk_122275/*rtnlb16-1* and Salk_020022/*rtnlb16-2*. Boxes and lines denote exons and introns, respectively, and transcript orientation is indicated in the gene model. In *rtnlb16-1*, the insertion/deletion affects the 5′ region required for *RTNLB16* isoform 7, whereas *rtnlb16-2* carries a T-DNA insertion within the *RTNLB16* intronic region. (**B**) Representative Col-0, *rtnlb16-1*, and *rtnlb16-2* seedlings grown on plates under CLL or LD conditions. The *rtnlb16-1* allele displays severe light-regime-dependent growth inhibition, whereas *rtnlb16-2* is near wild-type in appearance. (**C**,**D**) Semi-quantitative RT-PCR analysis of *RTNLB16* splice-variant expression using the primer combinations indicated in panel A. *ACTIN* was amplified as a cDNA/loading control. Greek letters annotate the PCR bands corresponding to the isoform groups amplified by each primer pair. (**E**) qRT-PCR analysis of total *RTNLB16* and *MSD1* transcript abundance in CLL-grown Col-0 and *rtnlb16-1* plants. Expression values were normalized to *ACTIN* and are shown relative to Col-0. Bars represent the mean ± SE of 3 biological replicates; ** *p* < 0.01.

**Figure 3:**
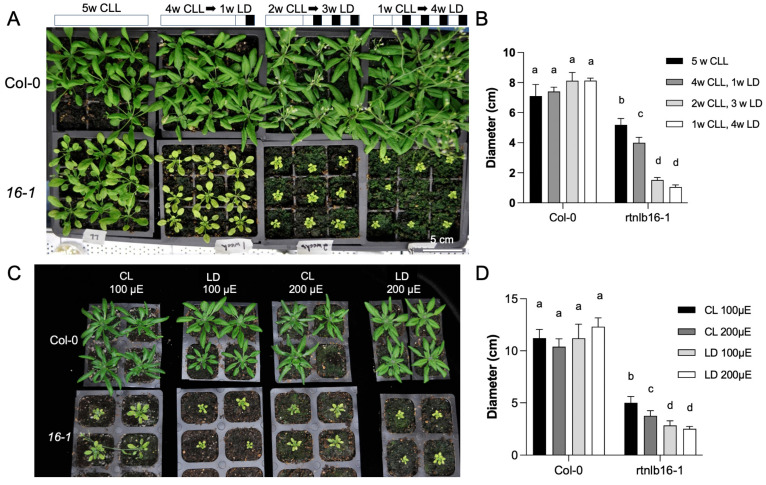
Photoperiod-dependent growth inhibition in *rtnlb16-1*. (**A**) Representative plants showing the effect of increasing exposure to LD conditions. Col-0 and *rtnlb16-1* plants were germinated and initially grown under CLL, then either maintained under CLL for five weeks or transferred to LD after four, two, or one week of CLL growth, resulting in one, three, or four weeks of LD exposure, respectively. All plants were photographed at five weeks of age. (**B**) Rosette diameter quantification for the plants shown in panel A. (**C**) Representative plants used to distinguish the effects of light regime from light intensity. Two-week-old CLL-grown Col-0 and *rtnlb16-1* plants were transferred for two weeks to continuous light (CL) or LD at either 100 or 200 µmol m^−2^ s^−1^. (**D**) Rosette diameter quantification for the plants shown in panel C. Bars represent the mean ± SD with 8 replicates. Different letters indicate statistically significant differences among groups (two-way ANOVA followed by Tukey’s multiple-comparisons test, *p* < 0.01).

**Figure 4:**
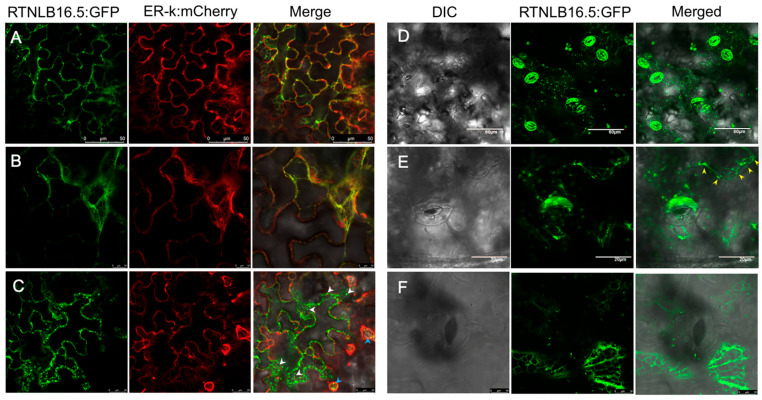
Subcellular localization of RTNLB16.5-GFP in plant cells. (**A**–**C**) Confocal images of *Nicotiana benthamiana* leaf epidermal cells transiently co-expressing RTNLB16.5-GFP and the ER marker ER-rk:mCherry. GFP, mCherry, and merged channels are shown. RTNLB16.5-GFP labels the cortical ER network and cell periphery and partially overlaps with ER-rk:mCherry; punctate RTNLB16.5-GFP accumulations are visible in some regions. White arrowheads in C point to cytosolic GFP puncta suspected as golgi bodies. (**D**–**F**) Confocal images from *Arabidopsis* plants expressing RTNLB16.5-GFP. DIC, GFP, and merged channels are shown. RTNLB16.5-GFP decorates ER-like networks, shows a prominent signal in guard cells, and accumulates in punctate structures at cell boundaries or pit fields, consistent with plasmodesmata-associated localization. Scale bars are shown in the panels.

**Figure 5:**
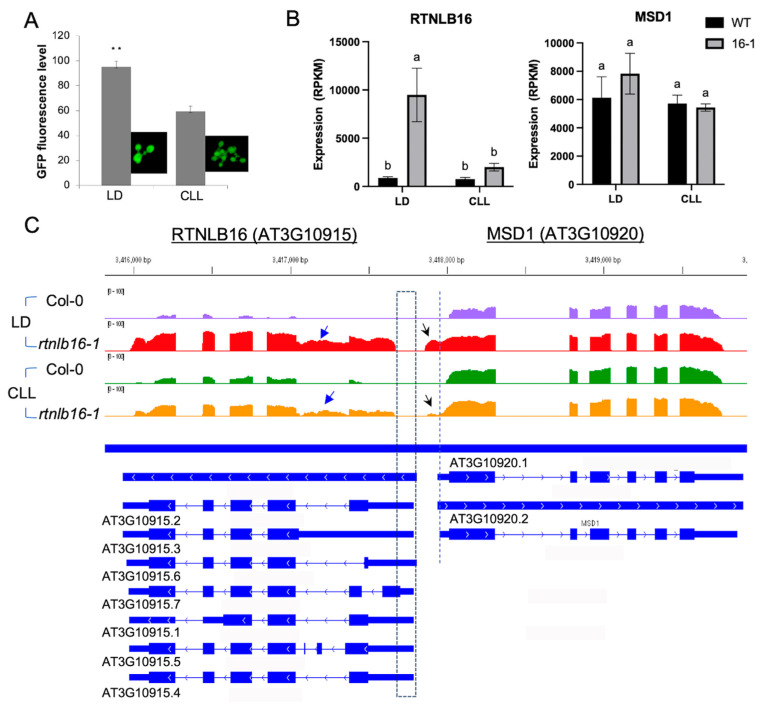
Photoperiodic regulation of the CaMV35S promoter and *RTNLB16* transcript levels. (**A**) Quantification of GFP fluorescence in CaMV35S:GFP reporter seedlings grown under LD or CLL, with representative GFP images shown in the graph. Higher fluorescence under LD indicates stronger CaMV35S-driven expression under photoperiodic conditions. (**B**) RNA-seq transcript abundance, expressed as RPKM, for *RTNLB1*6 and *MSD1* in Col-0 and *rtnlb16-1* plants grown under LD or CLL. RTNLB16 expression is strongly elevated in *rtnlb16-1*, particularly under LD, whereas *MSD1* transcript levels remain comparable between genotypes. (**C**) Integrated Genomics Viewer (IGV) read-coverage tracks across the *RTNLB16*–*MSD1* genomic region. Tracks show Col-0 and *rtnlb16-1* read coverage under LD and CLL, with the *RTNLB16* splice variant and *MSD1* gene models shown below. The dashed box marks the region absent in *rtnlb16-1* that overlaps the 5′ region of *RTNLB16* isoform 7. Arrows indicate regions of altered read coverage in the mutant. In panel (**A**), values are shown as the mean ± SD of 6 replicates, ** *p* < 0.01. In panel (**B**), values are shown as mean ± SE of 3 replicates; different letters indicate statistically significant differences among groups (two-way ANOVA followed by Tukey’s multiple-comparisons test, *p* < 0.01).

**Figure 6:**
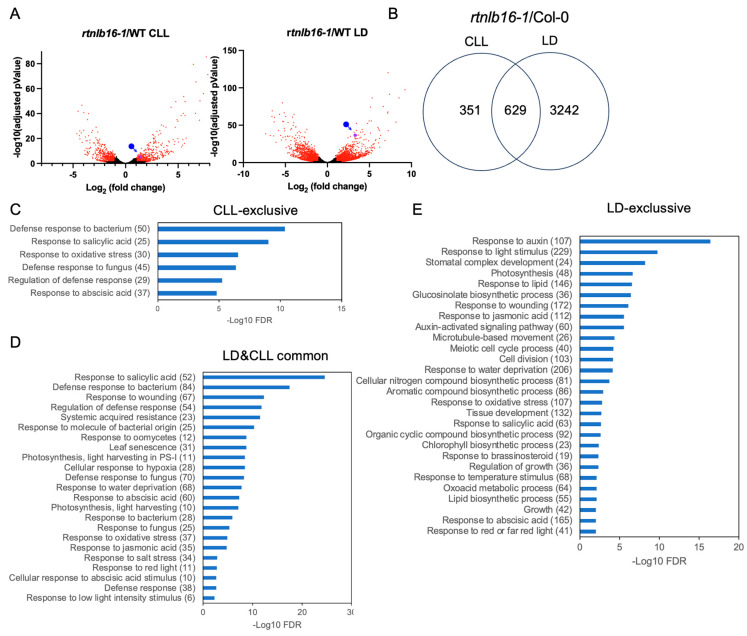
Photoperiod-dependent transcriptome reprogramming in *rtnlb16-1*. (**A**) Volcano plots comparing transcript abundance in *rtnlb16-1* relative to Col-0 under CLL and LD conditions. The X-axis shows log_2_ fold change, and the Y-axis shows −log_10_ statistical significance. Significantly differentially expressed genes (DEGs) are shown in red. *RTNLB16* is indicated by purple dots with blue circles and arrows pointing to their locations. DEGs were defined using the thresholds described in Section 4: absolute log_2_ fold change > 1 and *p* < 0.01. (**B**) Venn diagram summarizing overlap between DEGs detected under CLL and LD conditions. (**C**–**E**) Gene Ontology biological-process enrichment for the 351 CLL-exclusive DEGs (**C**), 629 DEGs common to CLL and LD (**D**), and the 3242 LD-exclusive DEGs (**E**). Bars indicate −log_10_ false-discovery rate (FDR), and numbers in parentheses indicate the number of genes assigned to each enriched term.

**Figure 7:**
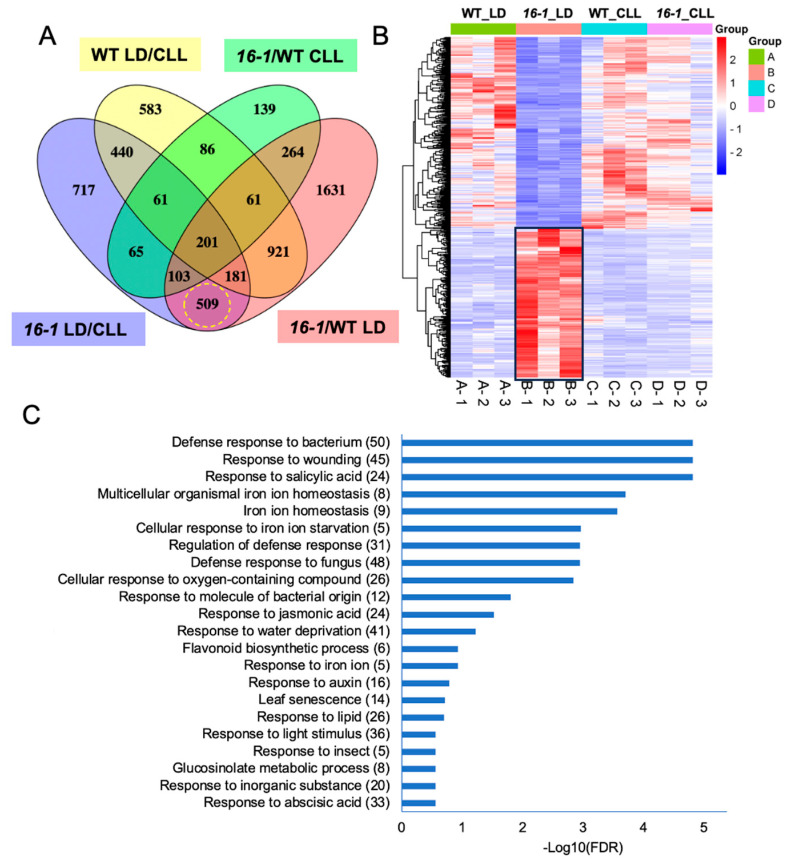
Analysis of a 509-gene subset associated with the LD-dependent *rtnlb16-1* phenotype. (**A**) Four-way Venn diagram comparing DEG sets from Col-0 LD versus Col-0 CLL, *rtnlb16-1* versus Col-0 under CLL, *rtnlb16-1* LD versus *rtnlb16-1* CLL, and *rtnlb16-1* versus Col-0 under LD. The dashed circle marks the 509-gene subset selected for downstream analysis because these genes are misregulated in LD-grown *rtnlb16-1* and return toward wild-type expression under CLL. (**B**) Heatmap of normalized expression values for the 509 genes across all biological replicates of WT_LD, *rtnlb16-1*_LD, WT_CLL, and *rtnlb16-1*_CLL. Rows represent genes and columns represent biological replicates; the boxed region highlights the altered expression pattern in LD-grown *rtnlb16-1*. (**C**) GO biological-process enrichment analysis of the 509-gene subset. Bars indicate −log_10_ FDR, and numbers in parentheses indicate the number of genes assigned to each term. Enriched processes include defense responses, salicylic acid and jasmonic acid responses, iron-ion homeostasis, senescence, and ABA-related responses.

**Figure 8:**
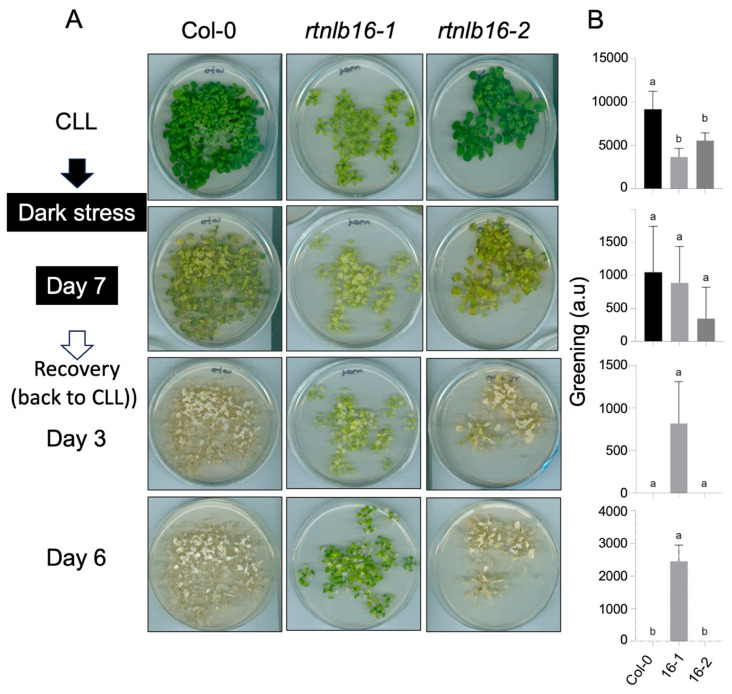
Dark-induced senescence and recovery in *rtnlb16* mutants. (**A**) Representative plates of Col-0, *rtnlb16-1*, and *rtnlb16-2* seedlings grown for 18 days under CLL, subjected to seven days of complete darkness, and then returned to CLL for recovery. Images show plants before dark stress, after seven days of darkness, and after three and six days of recovery. (**B**) Quantification of green pigmentation from the corresponding images using HSL-based image analysis. Greening values are reported in arbitrary units and reflect the abundance and intensity of green pixels. The *rtnlb16-1* mutant retains or re-establishes green pigmentation during recovery, whereas Col-0 and *rtnlb16-2* remain largely bleached. Bars represent the mean ± SD of 8 replicates; different letters indicate statistically significant differences among genotypes within each time point (one-way ANOVA followed by Tukey’s multiple-comparisons test, *p* < 0.05).

**Figure 9:**
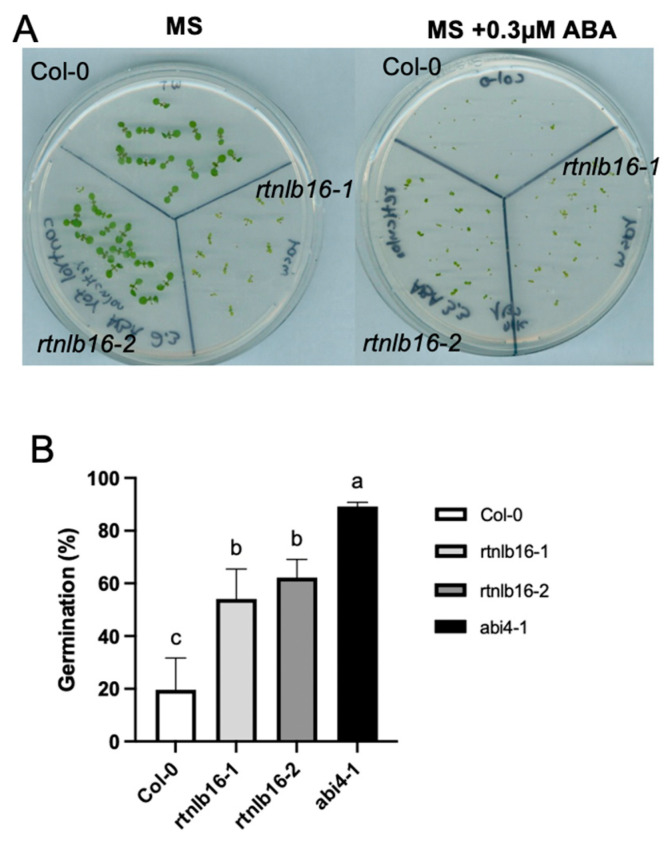
Reduced ABA sensitivity during germination in *rtnlb16* mutants. (**A**) Representative germination phenotypes of Col-0, *rtnlb16-1*, and *rtnlb16-2* seeds on MS medium with or without 0.3 µM ABA, photographed seven days after imbibition. (**B**) Germination percentage on MS medium containing 0.3 µM ABA five days after imbibition. The ABA-insensitive *abi4-1* mutant served as a positive control. Germination was scored by radicle emergence. Error bars represent mean ± SD of 4 replicates of 50 seeds; different letters indicate statistically significant differences among genotypes (one-way ANOVA followed by Tukey’s multiple-comparisons test, *p* < 0.05).

## Data Availability

The RNA-seq dataset analyzed in this study will be available on 1 September 2026, at the NCBI Gene Expression Omnibus under accession number GSE242257. All other data generated or analyzed in this study are included in this article and its Supplementary Information.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants15132022/s1, Figure S1: MSD1 activity and protein expression in Salk_122275 homozygous plants.; Figure S2: Genomic sequence viewer of AT3G10915 and AT3G10920, indicating the correct and exact localization of the T-DNA inserts in Salk_122275 and Salk_020022; Figure S3: *rtnlb16-2* has a wild-type-like appearance; Figure S4: Effect of short-term transition from CLL to LD on *rtnlb16-1* plants; Figure S5: Photoperiod-dependent growth phenotype in mature flowering *rtnlb16-1*; Figure S6: Co-localization of RTNLB16.5:GFP and the ER-mCherry marker in the *N. benthamiana* epidermis; Figure S7: Overexpression of RTNLB16 does not impact growth; Figure S8: CRISPR-Cas9 targeting of RTNLB16 does not cause a visible growth phenotype; Table S1: Primers list; Table S2: GO biological Processes enrichment for CLL-exclusive DEGs; Table S3: GO biological Processes enrichment for LD and CLL-common DEGs; Table S4: GO biological Processes enrichment for LD-exclusive DEGs; Table S5: GO Biological Processes enrichment for 509 DEGs in Figure 7C; Table S6: Differential expression of iron homeostasis genes.

# Supplementary material for: A Splice-Variant Imbalance of Reticulon-like Protein 16 (RTNLB16) Disrupts Growth and Decreases Sensitivity to ABA and Dark-Induced Senescence in Arabidopsis
**Source:** Plants (Basel). 2026 Jun 30;15(13):2022. doi: 10.3390/plants15132022
**Supplement:** Supplementary file 1

Supplementary Figures.

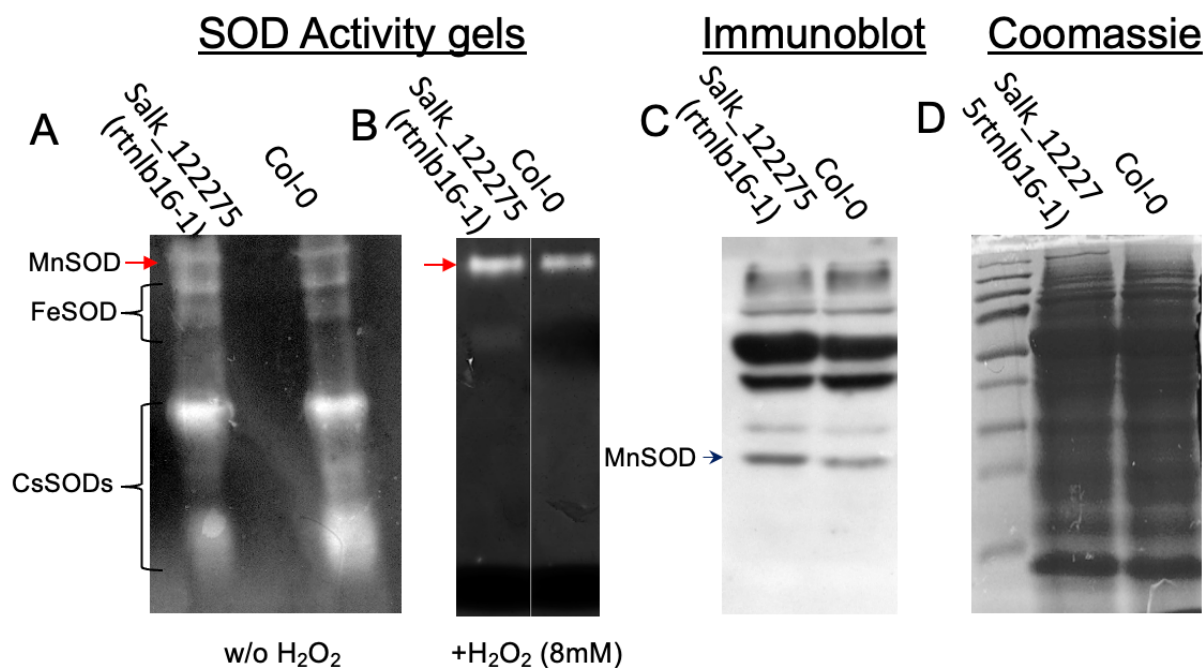

Figure S1. MSD1 protein abundance and MnSOD activity in Salk_122275/rtnlb16-1.

(A) Native SOD activity gel of leaf extracts from Salk_122275/rtnlb16-1 and Col-0 without H₂O₂ treatment, showing the positions of mitochondrial MnSOD, FeSOD, and cytosolic SOD activity bands. (B) Native SOD activity after treatment with 8 mM H₂O₂, which inhibits H₂O₂-sensitive SOD isoforms and allows visualization of H₂O₂-resistant mitochondrial MnSOD/MSD1 activity. (C) Immunoblot of leaf protein extracts probed with anti-MSD1 antibody. (D) Coomassie-stained gel used as a loading control. Comparable MnSOD activity and MSD1 protein abundance in Col-0 and Salk_122275/rtnlb16-1 indicate that the neighboring *MSD1* locus is not detectably disrupted in this line.

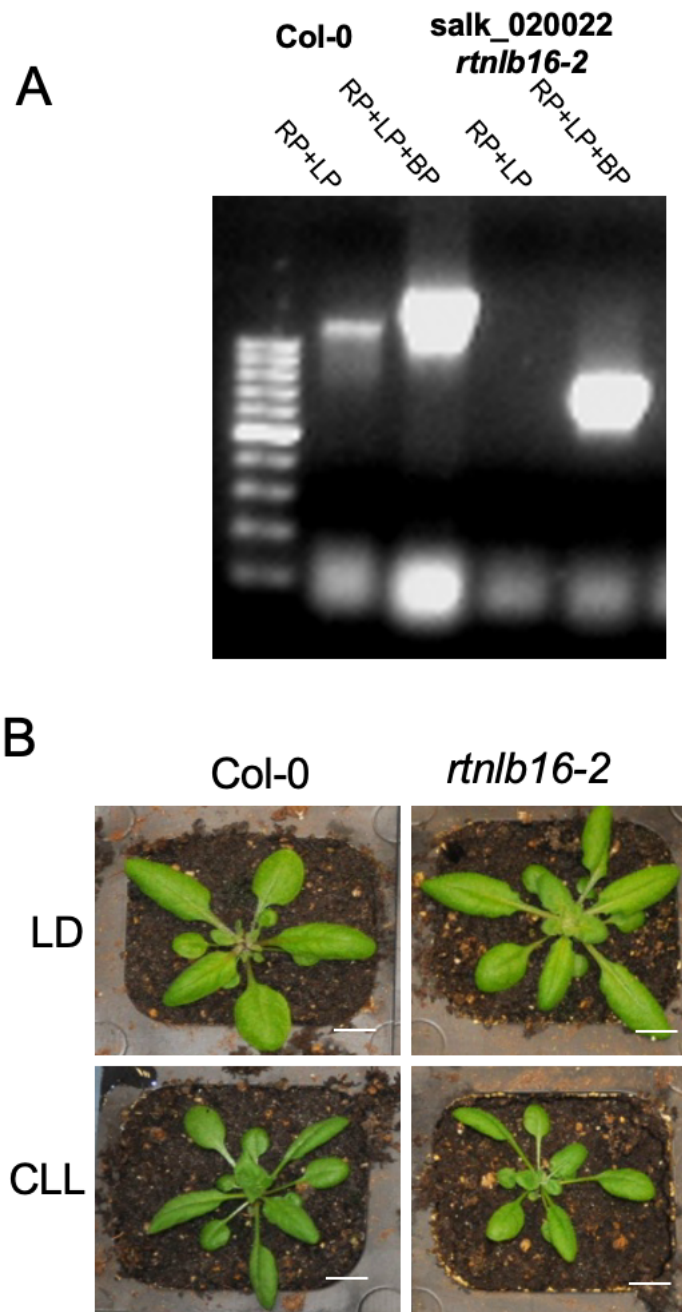

Figure S3. *rtnlb16-2* has a wild-type-like appearance.

(A) PCR genotyping of Salk_020022/*rtnlb16-2* using gene-specific primers (RP and LP) and a T-DNA border primer (BP), confirming the insertion allele in the mutant. (B) Representative three-week-old Col-0 and *rtnlb16-2* plants grown under LD or CLL conditions. The *rtnlb16-2* line shows no obvious rosette growth or chlorosis phenotype under either light regime. Scale bars are shown in the panels =1cm.

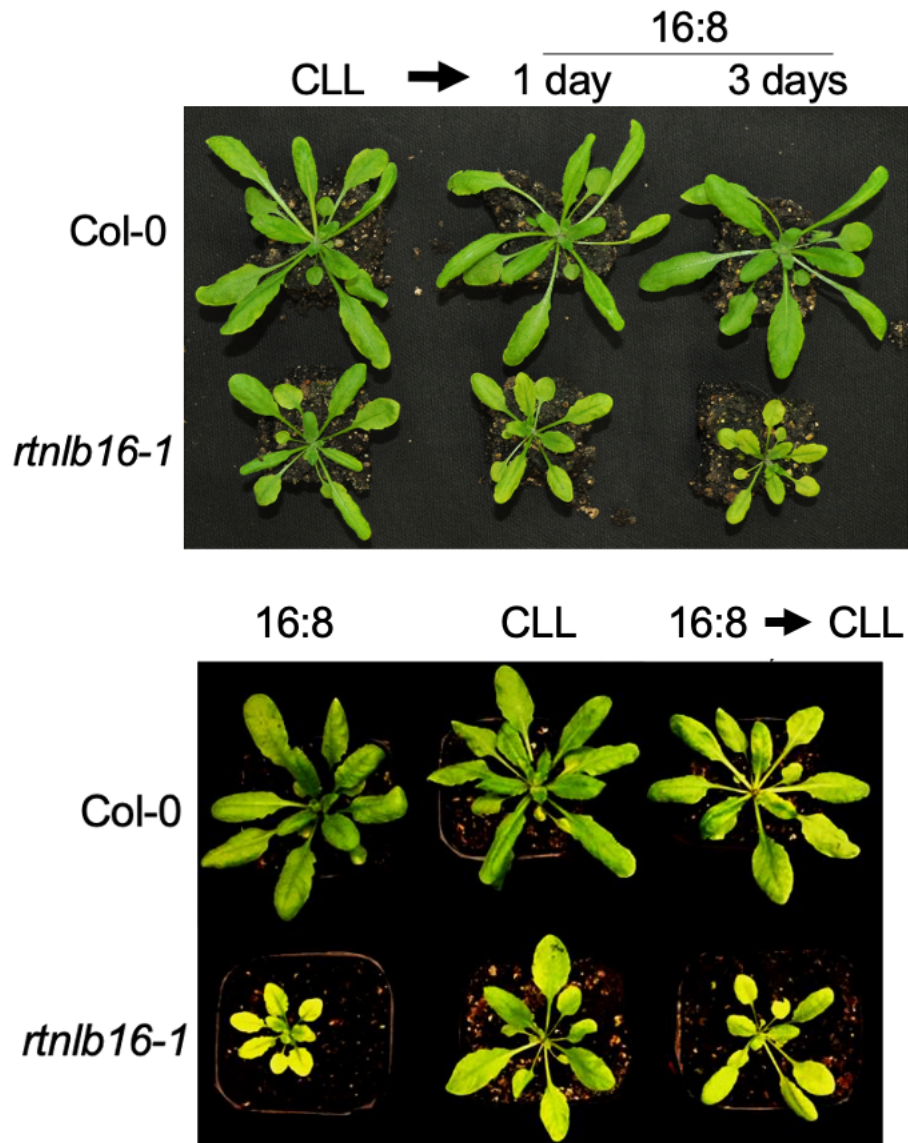

Figure S4. Rapid response of *rtnlb16-1* to transitions between CLL and LD conditions.

Top: Three-week-old Col-0 and *rtnlb16-1* plants grown under CLL and imaged before transfer and one or three days after transfer to LD conditions (16 h light/8 h dark). Bottom: Four-week-old plants initially grown for two weeks under CLL and then maintained under CLL, kept under LD, or returned from LD to CLL for two days. Representative images show rapid worsening of the *rtnlb16-1* phenotype after exposure to LD and partial visual recovery when plants are returned to CLL.

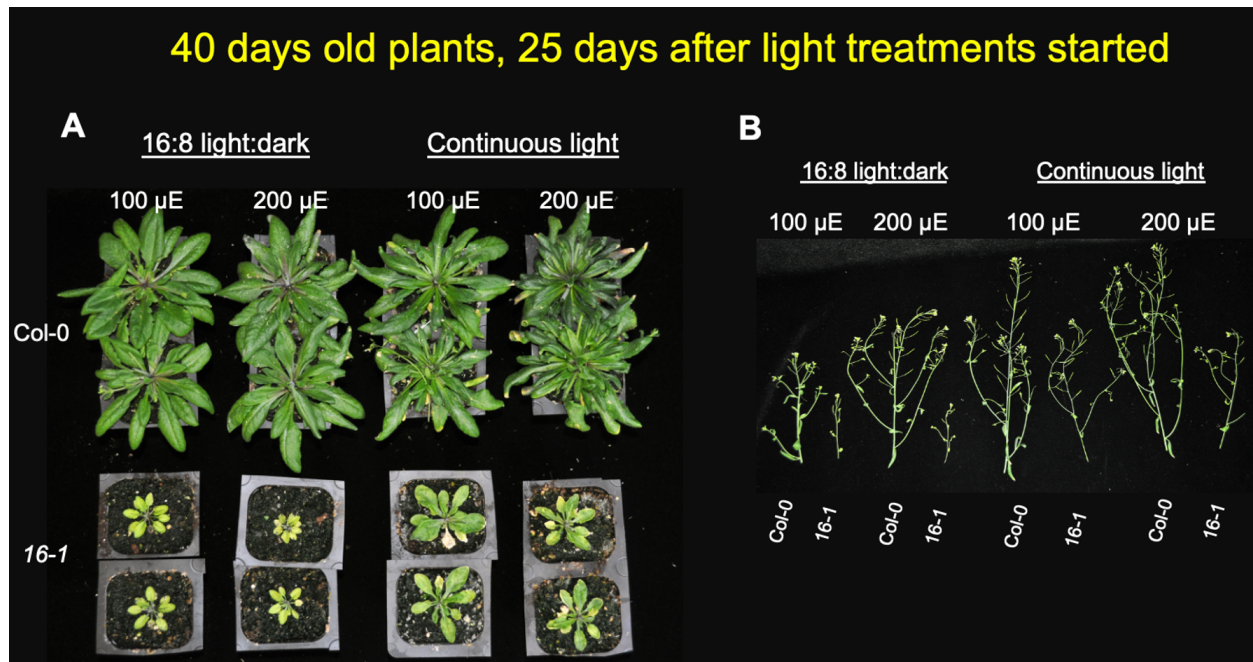

Figure S5. Photoperiod-dependent phenotype of mature flowering *rtnlb16-1* plants under different light intensities. (A) Rosette phenotypes of 40-day-old Col-0 and *rtnlb16-1* plants 25 days after transfer from CLL to either LD (16 h light/8 h dark) or continuous light (CL) at 100 or 200 $\mu\text{mol m}^{-2} \text{s}^{-1}$. (B) Inflorescence stems from plants grown under the corresponding light regimes and intensities; stems were excised to allow clear visualization of rosettes in panel A. The images show that the *rtnlb16-1* vegetative and reproductive phenotypes are more severe under LD than under CL, even at matched light intensities.

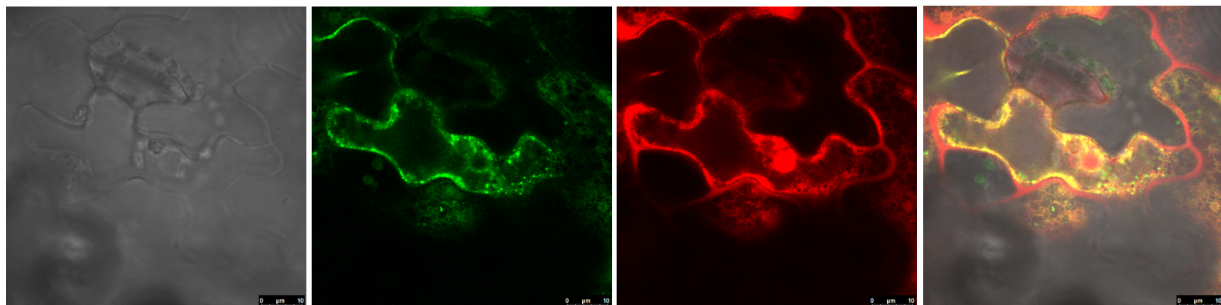

Figure S6. Co-localization of RTNLB16.5-GFP with an ER marker in *N. benthamiana* epidermal cells. Confocal images of *Nicotiana benthamiana* leaf epidermal cells transiently co-expressing RTNLB16.5-GFP and ER-rk:mCherry. DIC/brightfield, GFP, mCherry, and merged channels are shown. RTNLB16.5-GFP partially overlaps with the ER marker along cortical ER strands and also localizes to punctate structures. Scale bars are shown in the panels.

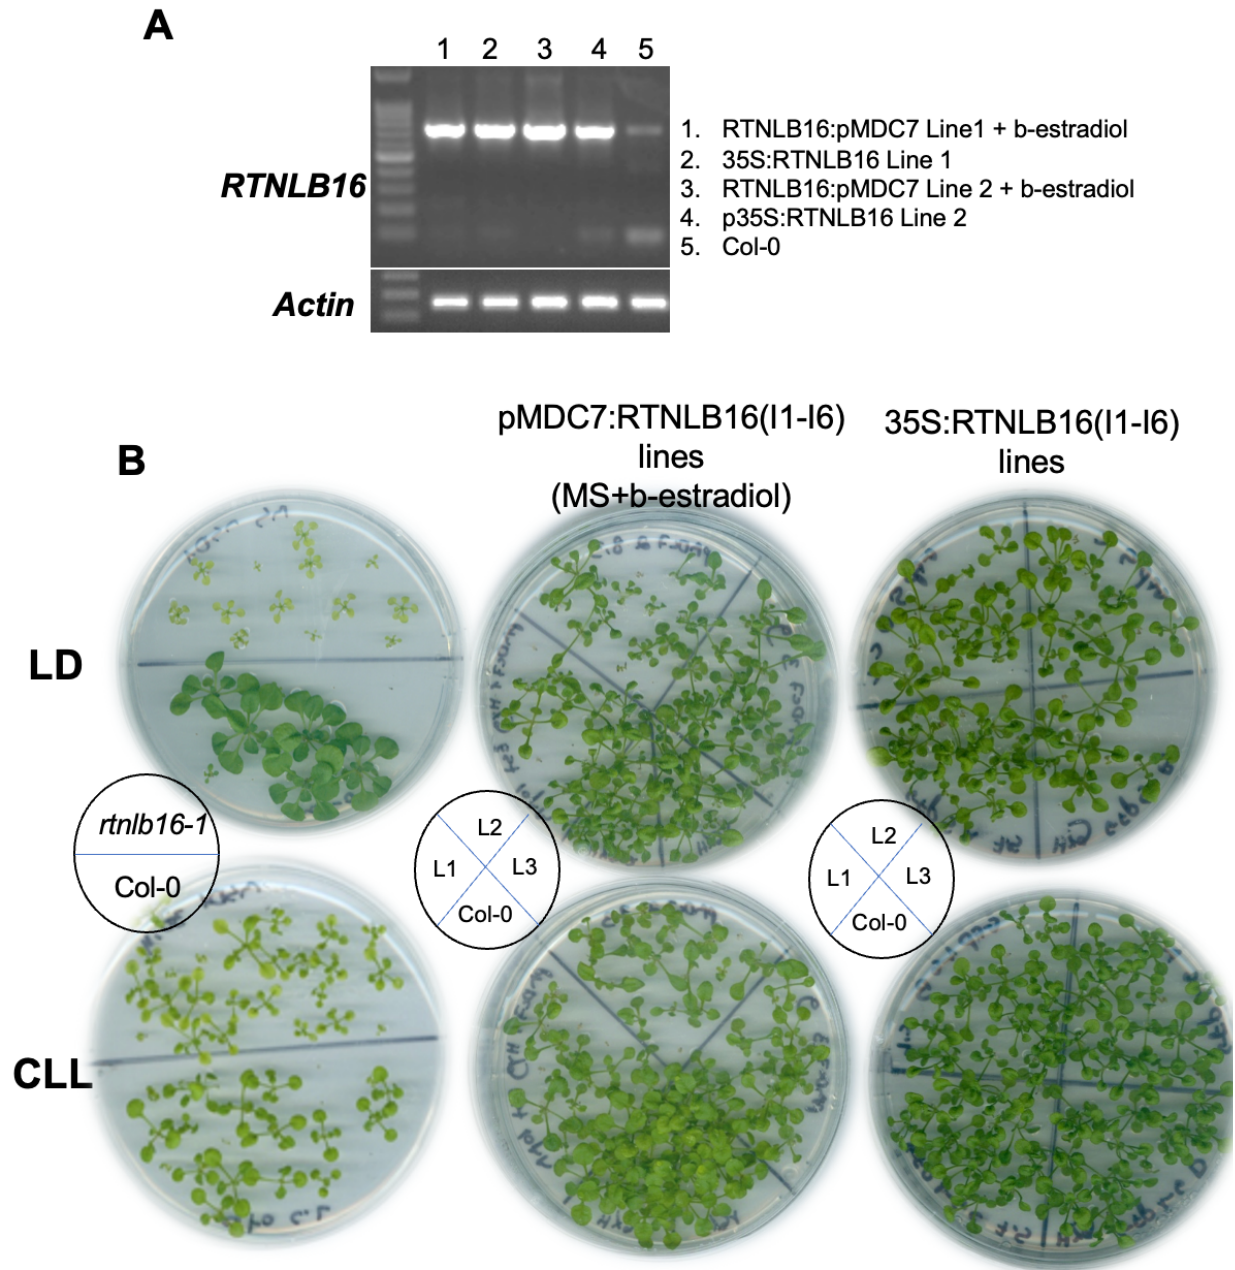

Figure S7. Overexpression of *RTNLB16* isoforms 1–6 does not phenocopy *rtnlb16-1*.

(A) RT-PCR/PCR amplification of *RTNLB16* in representative transgenic lines expressing the *RTNLB16* genomic region containing isoforms 1–6 from either a β -estradiol-inducible pMDC7 cassette or the constitutive CaMV35S promoter. *ACTIN* was amplified as a control; lane identities are indicated beside the gel. (B) Representative two-week-old transgenic seedlings grown under LD or CLL conditions compared with Col-0 and *rtnlb16-1*. Three independent lines per construct (L1–L3) are shown. Despite elevated *RTNLB16* expression, overexpression of isoforms 1–6 does not reproduce the severe *rtnlb16-1* growth phenotype.

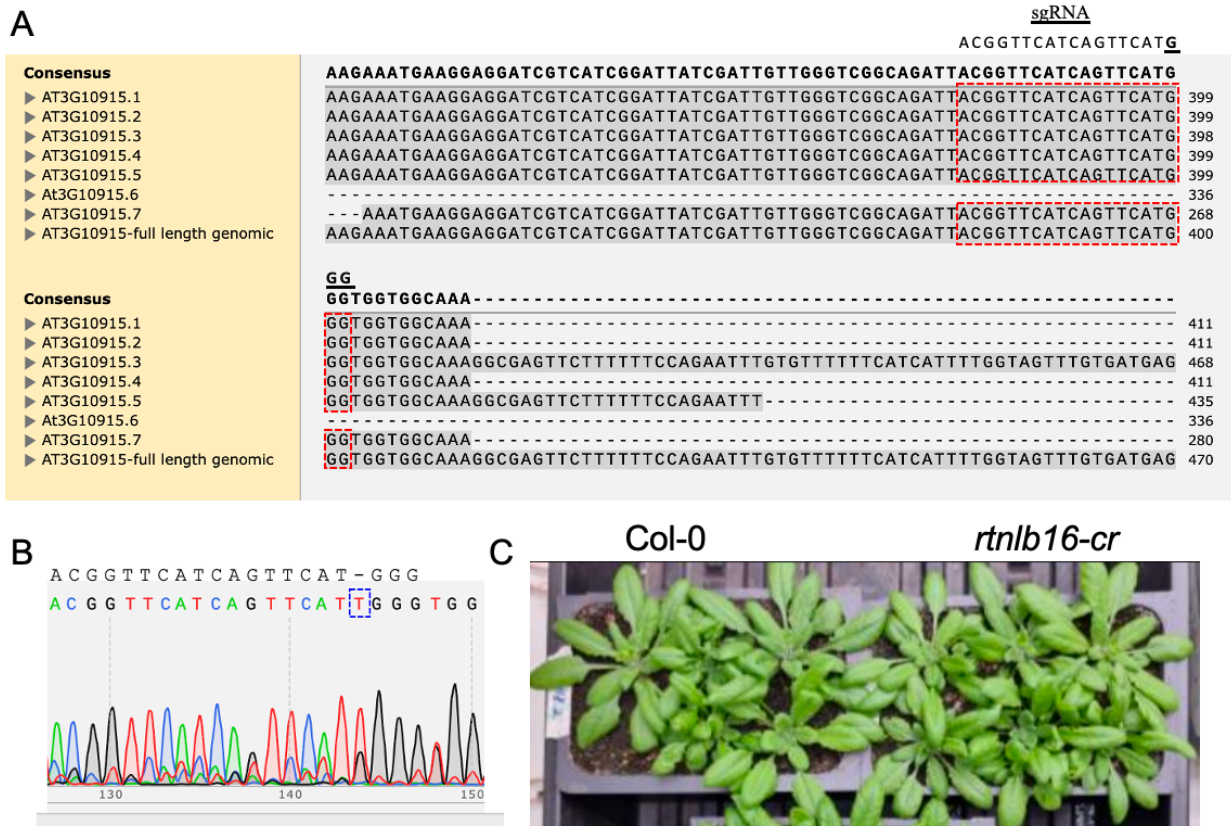

Figure. S8 CRISPR-Cas9 disruption of major *RTNLB16* isoforms does not cause a visible growth phenotype. (A) Alignment of *RTNLB16* splice variants showing the sgRNA target site and PAM in a shared coding region targeted by CRISPR-Cas9. The target site is present in the major *RTNLB16* isoforms and is predicted to disrupt isoforms 1–5 and 7 while leaving isoform 6 unaffected. (B) Sanger sequencing chromatogram of the *rtnlb16-cr* allele showing a single thymidine insertion near the sgRNA/PAM site, generating a frameshift and premature stop codon in the targeted isoforms. (C) Representative Col-0 and *rtnlb16-cr* plants showing no visible rosette growth defect under the conditions shown. This control indicates that loss of the major *RTNLB16* isoforms alone is not sufficient to reproduce the *rtnlb16-1* phenotype.

How the deposited data were processed for this re-analysis (not part of the article)

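Leaf RNA of Col-0 and *rtnlb16-1* plants grown under LD or CLL was sequenced in 12 libraries, 3 per group. As deposited by the authors, the signal values are gene counts from HTSeq 0.6.1p1 on reads aligned with STAR 2.5.0a, divided by a DESeq2 size factor per library. The table holds 37336 genes, and 37051 of the gene IDs were found in the TAIR10.1 annotation used here for names and coordinates. It was checked that 100% of the values above 0 are a whole number of reads times 1 factor per library, at a relative tolerance of 1e-06, and the reads recovered in this way amount to 25954730 to 44747661 per library. The 30388 genes above 0 in at least 1 library were tested.

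Values were log2 transformed with a pseudocount of 1 and fitted with limma 3.58.1 in R 4.3.3 (4 group means, a trend in the prior variance). The comparisons were *rtnlb16-1* against Col-0 under CLL and under LD, LD against CLL in each genotype, and the interaction of genotype and light. A DEG has an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.01. The 33 gene lists hold 640 entries, of which 4 were dropped because the symbol belongs to another gene ID. List members were counted at an adjusted p under 0.01 over all genes and over the list alone, and lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Terms of the study's own tables were used where the copy at hand gives every gene (368 terms are complete and 80 are not), and only for direction counts.

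Genes are named by a fixed rule. It takes each gene the paper names, whose values in its tables had been seen, the 10 largest DEGs per direction under CLL and under LD with a mean of at least 50 and no overlap between groups, the 5 largest per direction in the other comparisons, and up to 4 members per list. The alternatives were pseudocounts of 0.5 and 5, a filter of at least 10 in at least 3 libraries, TMM and upper-quartile scaling, fits of only the 2 groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a robust prior, unadjusted p, an adjusted p under 0.05, no minimum fold, and each library left out in turn. Added later were libraries 68 and 69 as 1 sample, DESeq2 with a prior on the folds, and the shoot meristem or flower markers as a covariate. The pipeline was tested on simulated data, where limma recovered 68 of 100 genes changed 3-fold and 98 of 100 changed 8-fold, edgeR 78 and 97 and DESeq2 76 and 99, with 4 to 5 unchanged genes called. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the tables and matplotlib 3.10.9 for the figures. Enrichment of gene ontology terms and read coverage along genes were not computed.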

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

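The tests of explanations in this part, and the counts of other splits of the libraries, were chosen after the results were seen. The following results stood out because the difference between *rtnlb16-1* and Col-0 itself differed between LD and CLL in limma. It did so in 282 genes, in *RTNLB16* (2.01 on the log2 scale), and in the medians of the auxin (-2.4), glucosinolate (-0.79) and phloem marker (-1.21) lists. Among genes named by rule, the positive interactions with the largest folds were AT1G47980 (10.69), AT4G29030 (8.87), the beta-glucosidase gene *PYK10* (8.78), the lectin gene *JAL22* (7.71) and the flavonoid glycosyltransferase gene *UF3GT* (7.46). The negative ones were AT4G36700 (-8.39), *ACS4* (-7.81), *IAA29* (-7.07), *bHLH39* (-6.66) and *DIN11* (-6.07). Of the positive ones, AT4G29030, *PYK10* and *JAL22* were lower under LD than under CLL in Col-0. Their log2 fold changes there were -9.25 to -6.61, -8.66 to -7.09 and -7.11 to -6.12 with 1 library left out. Signals in genes that the paper's text does not discuss, though its Tables S3 and S4 hold terms on floral organ identity and flower development, were the flower markers, 5 of 9 higher in *rtnlb16-1* under CLL and 8 of 9 under LD, and the shoot meristem markers, 3 of 5 higher under LD. Without any 1 of the CLL libraries the number of flower markers higher under CLL was 1 to 3.

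Cell cycle and stomatal lineage genes rose in *rtnlb16-1* under LD together with shoot meristem and flower markers. With the meristem markers as a covariate the cell cycle median went from 1.52 to 0.4. With 1 library left out it ranged from 0.06 to 0.98, the highest without Col-0 CLL library 66. For these genes more shoot apex or floral bud tissue and more division in the leaf cannot be told apart. The stomatal median went from 1.82 to 0.37 (-0.21 to 0.61 with 1 library left out), a value that more such tissue in these libraries could give. With upper-quartile scaling the cell cycle median was 1.67. Such scaling shifts all genes of a comparison about alike. It shows only that a choice between these scalings does not give the rise. The auxin median stayed at -1.94 with the covariate (-3.18 to -1.69 with 1 library left out). The mean log2 level of the markers was 0.38 to 1.12 in the Col-0 LD libraries and 4.6 to 5.31 in *rtnlb16-1* LD. Such a covariate cannot decide whether more such tissue plays a part in the lower auxin genes of *rtnlb16-1* LD. A higher rate of division in *rtnlb16-1* leaves was not tested and stays open, and the covariate nearly follows the genotype under LD, where 89 DEGs were left with it.

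Evening clock genes were higher (median 2.43, 7 of 7) and dawn clock genes lower (median -1.18, 2 of 5 past the threshold) in *rtnlb16-1* under LD, while under CLL the medians were 0.22 and 0.12. With upper-quartile scaling the evening median was 2.58 and the dawn median -1.03. That scaling shifts all genes about alike, so it shows only that a choice between these scalings does not give the pattern. A later time of harvest of the *rtnlb16-1* LD plants may give both medians under LD, and a changed clock phase in *rtnlb16-1* would give the same values. The paper names no time of day for the RNA-seq samples, and neither explanation was excluded. An effect of harvest time on other genes of the LD comparison and of the interaction was not tested.

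The *rtnlb16-1* CLL libraries 68 and 69 were nearly identical. A second deposit of the same reads is argued against by a chi-square per degree of freedom of 1.89 between them, against 29.23 to 202.11 in the other 11 pairs. Preparation of both from 1 RNA sample may give the SD of their log2 ratio of 0.061, where the lowest of the other pairs is 0.25. If so, this group holds 2 biological samples, and the counts with both merged are given below. No biological explanation was tested.

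The libraries were also split in other ways into groups of the same sizes. For the counts under CLL (470), under LD (3465), in Col-0 (1804) and in *rtnlb16-1* (1582), the highest of the other splits was 0, but 10 splits, of which 1 is the real one, are too few for a share under 0.05. With libraries 68 and 69 taken as separate samples, 1 of 100 splits, the real one, was as large for the interaction (282, highest other 214). These splits shuffled all 12 libraries, so genotype and light differences enter their spread but not that of the real grouping. They cannot test the interaction alone. For the DEGs common to CLL and LD (328, highest other 0) the splits decide nothing, because the other splits of either regime called no gene. For the set called in both *rtnlb16-1* LD comparisons and in neither of the others (408), 2 of 100 such splits were as large, the real one included. The highest other gave 445, more than the real count. The same limit holds for these splits, so they decide nothing. With libraries 68 and 69 merged the interaction count is 66, and no splits were made of that design. Chance is not excluded for the interaction in either design.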

How the results depend on the processing

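The shoot meristem and flower covariates, DESeq2 with a prior and the merging of libraries 68 and 69 were chosen after the results were seen. Of 220 values of named genes, 156 kept direction and side of the threshold under each alternative set beforehand, and 219 kept their direction. Where values moved, the cause was not tested, except that leaving out or merging libraries leaves fewer samples. No paired analysis was possible because no label pairs the libraries.

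DEGs under CLL (470) numbered 873 with only the 2 groups compared, 1207 with edgeR, 1028 with DESeq2, 1007 with DESeq2 and a prior, 1561 with unadjusted p, 1027 at an adjusted p under 0.05, 259 with 68 and 69 merged, 182 and 9 with the meristem and flower covariates, and 251 to 584 with 1 library left out. DEGs under LD (3465) numbered 89 and 16 with the covariates and 2606 to 3439 with 1 library left out. In Col-0 LD against CLL (1804) gave 2805 with edgeR, 3292 with unadjusted p, 3043 at an adjusted p under 0.05, 156 with the meristem covariate and 1021 to 2055 with 1 library left out. In *rtnlb16-1* (1582) it gave 2664, 3221 and 2985 in that order, 727 merged and 701 to 2770 with 1 library left out. Interactions (282) numbered 1207 with edgeR, 1070 with DESeq2, 1015 with a prior, 1960 with unadjusted p, 929 at an adjusted p under 0.05, 66 merged, 7 and 115 with the covariates and 67 to 384 with 1 library left out. Common DEGs (328) numbered 786, 678, 649, 863, 621, 186, 54 and 7 in the same order and 184 to 371 with 1 library left out. The set called in both *rtnlb16-1* LD comparisons and in neither of the others (408) held 668 genes with unadjusted p, 682 at an adjusted p under 0.05, 177 merged, 17 and 6 with the covariates and 180 to 582 with 1 library left out.

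*RTNLB16* under CLL (log2 1.38) missed the threshold at 1.293 with 68 and 69 merged and at 1.343 and 1.772 with the meristem and flower covariates (1.261 to 1.558 with 1 library left out), and under LD (3.39) at 3.270 and 3.888 with the covariates. *MSD1* under CLL (-0.07) turned to 0.055 with upper-quartile scaling and to 0.093 and 0.257 with the covariates. *ACT2* turned to 0.13 under CLL with the flower covariate, and under LD to 0.06 with upper-quartile scaling and 0.41 with the flower covariate (-0.23 to 0.02 with 1 library left out).

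Under LD these genes reversed with the meristem covariate: *PLE* (-0.02), *POLAR* (-0.30), *VTL5* (-0.69), AT2G20590 (-0.52), *PDCB2* (-0.27), *KNAT2* (-2.02) and *GL2* (-0.25). With the flower covariate these did: *VSP1* (-1.50), *CYCB1;1* (-1.40), *PLE* (-2.50), *POLAR* (-0.51), *BASL* (-0.52), AT2G20590 (-1.33), AT4G28430 (-0.39), *AP1* (-1.29), *SEP2* (-1.08), *LFY* (-0.03), *KNAT2* (-2.56) and *SUC2* (0.31), and under CLL *AP3* (-0.48) and *SEP2* (-0.90).

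In some lists the direction with more members changed. Immunity and camalexin genes under CLL were 0 higher and 1 lower in limma, 4 higher and 1 lower with edgeR, 3 and 1 with only the 2 groups compared, and 2 and 1 with DESeq2, a prior and unadjusted p. Under LD they were 3 higher and 4 lower in limma, 2 and 1 with only the 2 groups, 3 and 2 with upper-quartile scaling, and 1 to 4 lower with 1 library left out (4 higher and 1 lower without 48). Senescence genes under CLL were 0 higher and 2 lower in limma and 5 and 3 with edgeR, DESeq2, a prior and unadjusted p, and under LD 4 and 2 in limma and 2 to 4 higher with 1 library left out (2 and 3 without 51). Chlorophyll breakdown genes under LD were 1 higher and 2 lower in limma and 1 and 0 with only the 2 groups. Dark-induced genes under LD were 2 higher and 1 lower in limma, 2 and 4 with edgeR, 2 and 3 with DESeq2 and a prior, and 1 to 2 higher with 1 library left out (1 and 2 without 49). Reticulon genes under LD were 3 higher and 2 lower in limma, 1 and 2 merged, and 1 to 3 higher with 1 library left out. Of the other list counts with 1 library left out, 385 stayed within 1.5 times and 97 moved further. Under the other alternatives set beforehand 79 list counts moved further. The 456 results that stayed there include set tests that kept their side of the threshold. In addition, 24 set tests became weaker and 3 stronger. The libraries hold 25954730 reads or more, and an effect of depth on the calls was not tested.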

Differences from the paper's values

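The paper's count of DEGs between *rtnlb16-1* and Col-0 under CLL is 980, and limma called 470. Of the alternatives set before the data were examined, only the 2 groups compared (873), edgeR (1207), DESeq2 (1028) and an adjusted p under 0.05 (1027) come within the bounds of the paper's value, and the rest of the 24 do not. For the DEGs common to CLL and LD the paper's count is 629 against 328 here. The same 4 alternatives and unadjusted p come within bounds (446, 786, 678, 621 and 863), and the rest do not. For the DEGs of CLL alone the paper's count is 351 against 142 here, with the same 4 alternatives within bounds and the rest not. DESeq2 with a prior on the folds, chosen after the values were seen, gave 1007 DEGs under CLL, 649 common DEGs and 358 of CLL alone, each within bounds. Of the genes listed in complete terms of Tables S2 (172, CLL alone) and S3 (358, common), it drops 7 and 5, against 116 and 187 in limma, 15 and 13 with edgeR and 10 and 7 with DESeq2. The thresholds are the paper's, read as an adjusted p.

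In Table S6 the paper's log2 fold changes of 4 iron regulators are smaller. For *BHLH101* the paper gives -2.22 under LD and -2.09 between LD and CLL in *rtnlb16-1*, against -3.96 and -3.63 here. Without *rtnlb16-1* LD library 50 both come within bounds, as under no other of 21 alternatives. For *bHLH39* the paper gives -4.73 and -3.68 against -6.97 and -5.37, for *bHLH38* the paper gives -2.98 and -2.32 against -7.00 and -5.71, and for *BHLH100* the paper gives -2.76 and -3.01 against -6.23 and -6.22. None of the 21 alternatives comes within bounds for these 6 values. DESeq2 with a prior on the folds, chosen after the values were seen, comes within bounds for all 36 values of the table, with a largest distance of 0.07, and called all 9 genes under LD and between LD and CLL in *rtnlb16-1*, so it drops none of them. It gave -2.19 and -2.06 for *BHLH101*, -4.67 and -3.62 for *bHLH39*, -2.91 and -2.26 for *bHLH38* and -2.69 and -2.94 for *BHLH100*. Under CLL the paper gives 0.02 for *bHLH39* against -0.31, where edgeR, DESeq2 and leaving out library 66 or 70 come within bounds and the rest do not. For *bHLH38* the paper gives 0.21 against -0.05, where the same 4 and upper-quartile scaling come within bounds and the rest do not.

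The discussion of the paper describes the iron-related bHLH genes as induced in LD-grown *rtnlb16-1*, whereas *bHLH38* (-7.00), *bHLH39* (-6.97), *BHLH100* (-6.23), *BHLH101* (-3.96) and *PYE* (-2.27) were lower here, as they are in the paper's Table S6. Over the 9 genes and 4 comparisons of that table 34 of 36 values have the same sign. *FER1* is listed in the paper among the genes changed under LD and was not a DEG in limma (1.23, adjusted p = 0.0402), while edgeR and DESeq2, without or with a prior, each called all 9 genes under LD.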

Other observations

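The test of the auxin genes against tissue composition was chosen after the result was seen. Flower genes were expressed in *rtnlb16-1* libraries of both regimes. The floral organ genes *AP3* and *SEP3* had 60 ± 24.2 (SD, n = 3) and 78.7 ± 36.9 (SD, n = 3) normalized counts in *rtnlb16-1* CLL and 1.81 ± 1.85 (SD, n = 3) and 2.68 ± 1.52 (SD, n = 3) in Col-0 CLL. Under LD *AP1* and *LFY*, which specify the floral meristem, had no reads in Col-0 and were at least 18.2-fold and at least 6.53-fold higher in *rtnlb16-1*, with a floor of 3 reads per library. Of 9 flower markers 5 were higher under CLL and 8 under LD at an adjusted p under 0.01 from limma (8 in both when adjusted over the list alone, camera adjusted p = 8.8e-11 and 2.5e-07, adjusted p = 0.1 and adjusted p = 0.13 with an estimated correlation). Shoot meristem genes were present in Col-0 CLL as well, where *KNAT1* had 37.4 ± 28.6 (SD, n = 3) normalized counts, against 0.586 ± 1.02 (SD, n = 3) in Col-0 LD and 174 ± 105 (SD, n = 3) in *rtnlb16-1* LD.

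*DIN11*, a gene induced by darkness, had 2487 ± 1225 (SD, n = 3) normalized counts in *rtnlb16-1* CLL, 37.1 ± 19.8 (SD, n = 3) in Col-0 CLL, 11.2 ± 0.812 (SD, n = 3) in *rtnlb16-1* LD and 11.9 ± 5.28 (SD, n = 3) in Col-0 LD. In Col-0 the unfolded protein response was lower under LD, with 19 of 29 genes lower and none higher at an adjusted p under 0.01 from limma (22 lower when adjusted over the list alone, camera adjusted p = 3.4e-16, adjusted p = 0.12 with an estimated correlation; 23 lower at an unadjusted p under 0.05 and 21 with edgeR and with DESeq2). Of 7 phloem markers 4 were lower and none higher in *rtnlb16-1* under LD from limma (6 lower when adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.072 with an estimated correlation; 6 lower at an unadjusted p under 0.05 and 5 with edgeR and with DESeq2).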
